# Transcriptome analysis and prediction of the metabolic state of stress-induced viable but non-culturable *Bacillus subtilis* cells

**DOI:** 10.1038/s41598-022-21102-w

**Published:** 2022-10-26

**Authors:** Luiza P. Morawska, Oscar P. Kuipers

**Keywords:** Microbiology, Bacteria, Bacterial physiology, Antibacterial drug resistance

## Abstract

Many bacteria adapt their physiology and enter the viable but non-culturable state to survive prolonged exposure to adverse environmental conditions. The VBNC cells maintain active metabolism, membrane integrity and gene transcription. However, they lose the ability to form colonies on a conventional culture media. Thus, standard colony counting methods cannot detect these alive but dormant cells. The Gram-positive bacterium *Bacillus subtilis* was found to enter the VBNC state when pre-exposed to osmotic stress and treated with a lethal dose of kanamycin. These cells reduced their metabolic activity, ceased growth and division and became kanamycin-tolerant. Interestingly, despite active metabolism, the majority of the kanamycin tolerant cells could not be revived on LB agar. In this study, we use a robust RNA-Seq technique to elucidate the differences in transcriptional profiles of *B. subtilis* VBNC cells. A comparative analysis of differently expressed genes and operons performed in this study indicates high similarities in transcriptional responses of VBNC and kanamycin-sensitive cells to antibiotic treatment. Moreover, this work reveals that VBNC cells strongly upregulate genes involved in proline uptake and catabolism, suggesting a putative role of proline as nutrient in VBNC cells.

## Introduction

In their natural environment, microorganisms face many unfavorable conditions challenging their survival. To overcome potential threats, microorganisms can enter a new physiological dormant state known as the viable but non-culturable (VBNC) state. The VBNC state has been observed in many bacteria, including human pathogens, and proposed as one of survival mechanisms which allows cells to withstand long exposure to many adverse conditions^1,2^. Notably, VBNC cells share many characteristics with the persister cells^3^. Similarly to persisters, the VBNC cells are stochastically present in the population^4,5^, but can be also generated by environmental stresses^6–8^. Moreover, alike persisters, VBNC cells are metabolically active, however, they lose the ability to regrow on a medium that typically supports proliferation after the antibiotic pressure is removed^4,7,9–11^. While persisters can rapidly regrow on growth-promoting media, the VBNC cells require appropriate environmental stimuli or prolonged treatment to regain full culturability^11–16^. The similarities and co-occurrence of both phenotypes in the same culture suggested that these survival strategies are part of the dormancy continuum in which VBNC cells are in deeper dormancy state than persisters^4,17,18^.

One of the consequences of bacteria entering into the VBNC state is their tolerance to antibiotics increasing risk of reoccurring infections. Since antibiotics typically act on actively growing bacteria, non-dividing VBNC cells exhibiting low metabolic activity are less affected. Recent studies indicated the presence of antibiotic-resistant VBNC cells of several pathogens, including *Haemophilus influenzae*^19^, *Enterococcus faecalis*^20^, *Mycobacterium smegmatis*^21^, *Helicobacter pylori*^22^ and *Escherichia coli*^23^. Thus, identification of the mechanism of how bacteria enter the VBNC state is of high importance. In recent years, RNA sequencing (RNA-Seq) has been used to elucidate the mechanisms of the formation of various VBNC cells, including *E. coli*^24,25^, *Lactobacillus acetotolerans*^26^, *Rhodococcus biphenylivorans*^27^, and *Pseudomonas syringae*^28^. These studies demonstrated that changes in the gene expression of VBNC cells depend on the type of the inducer (stressor). The majority of studies, however, indicate common changes in transcriptome landscape of VBNC cells pointing to increased oxidative stress response, structural changes in the cell envelope, and reduced metabolic processes.

In our latest study, we showed that laboratory strain, *Bacillus subtilis* 168, enters the non-growing but metabolically active state when challenged with osmotic stress and becomes tolerant to lethal concentrations of kanamycin^29^. We demonstrated that pretreatment with hyper-osmotic stress, followed by transient hypo-osmotic stress and immediate kanamycin treatment locks down *B. subtilis* in a hyperpolarized state in which the cells still display metabolic activity and relatively high ATP levels. Importantly, “hibernated” cells could not proliferate when the antibiotic was removed from the environment, even after 20 h of incubation in a growth permissive medium. In this study, we attempt to characterize the transcriptional changes of *B. subtilis* in the VBNC state after 1 h of kanamycin treatment. With the use of RNA-Seq, we analyze differently expressed genes in VBNC *B. subtilis* cells induced by osmotic stress treatment to provide new insights into the VBNC state formation in sporulating bacteria.

## Results

### Global transcriptional profiles of *B. subtilis* under antibiotic stress

Our previous study showed that preadaptation of *B. subtilis* to transient osmotic upshift with 0.6 M NaCl protects cells when exposed to aminoglycosides^29^. We observed that the non-dividing preadapted cells enter the VBNC state and become insensitive to kanamycin when challenged with a lethal concentration of kanamycin. Here, we examined changes in the global gene expression profile of *B. subtilis* cells in the VBNC state with high-throughput RNA sequencing and compared the genome-wide transcriptional responses between studied conditions (Table 1).

**Table 1:** List of tested conditions.

Sample	Pretreatment condition	Condition after pretreatment
Control	90 min in SMM	1 h in SMM
Kanamycin	90 min in SMM	1 h in SMM + kanamycin 62.5 µg/ml
VBNC	90 min in 0.6 M NaCl SMM	1 h in SMM + kanamycin 62.5 µg/ml

The RNA of non-stressed culturable cells, kanamycin-sensitive and VBNC cells was subjected to RNA-seq, and the estimated RPKM (reads per kilobase per million reads mapped) values were evaluated using the T-REx pipeline^30^. 

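Total RNA of B. subtilis 168 was sequenced from 3 control, 3 kanamycin-sensitive and 3 VBNC cultures, with 1 library per culture. VBNC cultures had been kept in 0.6 M NaCl for 90 min and were then moved to NaCl-free SMM, a glucose minimal medium, with 62.5 µg/ml kanamycin for 1 h. Kanamycin-sensitive cultures spent the 90 min without added NaCl and received the same dose for 1 h, and control cultures received neither NaCl nor kanamycin. The paper names a Zymo-Seq RiboFree kit and an Illumina NextSeq550, whereas the deposited labels name a standard BGI library preparation, so the library method is not settled by the sources used here. The authors mapped the reads to the B. subtilis 168 genome with Bowtie2 and deposited the number of reads counted on each of 4448 annotated genes, without normalization. The counting program and its use of the read strand are not named in the paper's text, so reads of overlapping genes cannot be assigned with certainty. Between 3510609 and 12032180 reads per library were counted on genes, with medians of 6985521 for control, 6611508 for kanamycin-sensitive and 5626246 for VBNC cultures. The RPKM values and the T-REx run were not used here. From the counts, the 4066 genes that passed edgeR's filterByExpr were scaled by TMM and fitted together over the 9 libraries, and 382 genes were left out by the filter. Each contrast was tested with edgeR's quasi-likelihood test and Benjamini-Hochberg adjustment, which gives the edgeR adjusted p printed beside a log2 fold change (log2FC) and its standard error (SE). Expression is given as CPM, the count scaled to the library's total after TMM, as mean ± SD over n = 3 libraries.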

The statistical analysis of gene expression data offers data normalization and determination of differently expressed genes (DEGs) between studied conditions—referred as contrasts in this publication.We noted that the library sizes and signal distributions were comparable for all samples (Fig. S1) and, therefore, sufficient to perform further differential gene expression (DGE) analysis.

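The largest control library held 3.43 times the counts of the smallest, against 1.17 times among the kanamycin libraries and 1.20 times among the VBNC libraries. Control 1 had 17.2% of its counts on the 30 rRNA genes, whereas the other libraries had between 0.340% and 3.85%. The composition of the libraries also differed between conditions. The 10 most abundant genes held 22.6 to 23.3% of the counts in control, 11.9 to 14.3% in kanamycin and 10.8 to 12.5% in VBNC libraries. The srfA genes alone held 10.3 to 15.4% of the counts in control libraries, 1.2 to 1.5% in kanamycin libraries and 0.492 to 0.573% in VBNC libraries. TMM scaling factors, which adjust the total for such differences, were 0.831 to 0.934 for control, 0.895 to 1.01 for kanamycin and 1.10 to 1.32 for VBNC libraries. Scaling by total counts alone raised the median log2FC of all tested genes by 0.12 in kanamycin vs. control, by 0.42 in VBNC vs. control and by 0.30 in VBNC vs. kanamycin. In the replicates of each condition, Pearson's r across genes of log2 CPM was 0.967 to 0.991 for control, 0.982 to 0.988 for kanamycin and 0.984 to 0.988 for VBNC libraries.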

To describe general differences in the global gene expression between experiments, we performed principal component analysis (PCA). 

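In a principal component analysis of the 9 single libraries, PC1 held 69.6%, PC2 19.2% and PC3 4.66% of the variance of log2 CPM over the tested genes. Control libraries lay between 61.3 and 65.8 on PC1, kanamycin libraries between -29.6 and -28.9, and VBNC libraries between -36.7 and -31.6. On PC2, kanamycin libraries lay between -33.5 and -27.9 and VBNC libraries between 26.7 and 30.4, with the control libraries between -0.531 and 2.90. The groups did not overlap on either component. PC3 spread the control libraries, with control 1 at 25.2, control 2 at -8.48 and control 3 at -17.4.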

PCA revealed that all three experiments were statistically well-distributed, indicating significantly different transcription profiles (Fig. 1A). Notably, VBNC and kanamycin samples displayed similar variance in the principal component 1 (PC1), indicating expression similarities for the genes within 77% variance; this may be due to the robust general and antibiotic stress response activation in antibiotic-stressed cells. 

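For the mean profiles of the 3 conditions, PC1 held 78.4% of the variance and PC2 the remaining 21.6%, and the PC1 share varied with an SD of 1.71 when each condition was represented by a single library. The control mean lay at 64.0 on PC1, the kanamycin mean at -29.3 and the VBNC mean at -34.7, so the antibiotic-treated groups were 5.46 apart where the control mean was 93.3 from kanamycin and 98.8 from VBNC. On PC2 the kanamycin mean lay at -29.9 and the VBNC mean at 28.2, a distance of 58.1. Scaling every gene to unit variance moved the PC1 share most among the alternatives run on the mean profiles, to 68.9%.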

The similarities between kanamycin-sensitive and VBNC cells transcriptomes were also observed with the correlation matrix of experiments (Fig. 1B).

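Pearson's r across the tested genes, between mean log2 CPM profiles, was 0.94 for kanamycin and VBNC cells, 0.836 for control and kanamycin, and 0.819 for control and VBNC. For pairs of single libraries these values ranged from 0.920 to 0.937, from 0.814 to 0.836 and from 0.800 to 0.817. The kanamycin and VBNC pair thus lay above both others by more than the spread between libraries. Genes are not independent replicates, so no p is given. Keeping genes with low counts raised the values most, to 0.955, 0.879 and 0.865 in the same order.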

**Figure 1:**
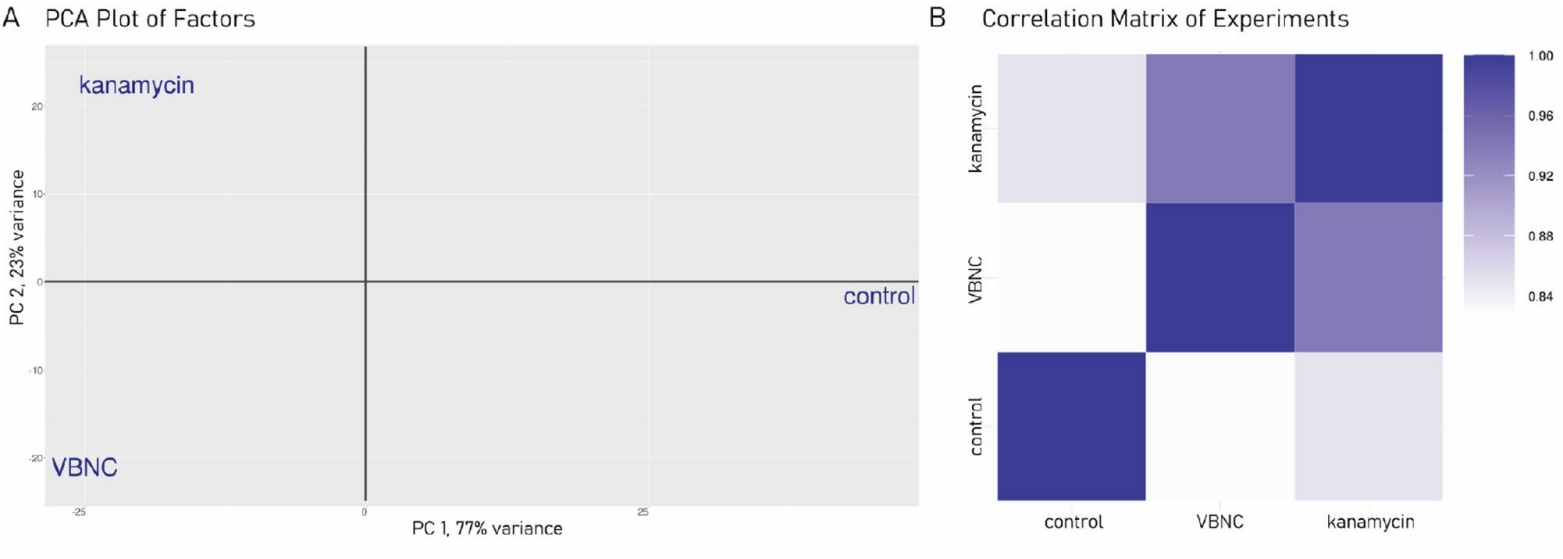
Similarities in the gene expression profiles across tested conditions. (**A**) PCA analysis. The gene expression for each condition represents an average of three biological samples. (**B**) Pearson’s correlation matrix of the same conditions as in (A). The maximum correlation value is 1 (including self-correlation). The correlation values for the three conditions ranged from 0.83 to 1.

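The log2FC of kanamycin vs. control and of VBNC vs. control correlated across the 4066 genes with Pearson's r = 0.831. Both contrasts use the same 3 control libraries, which gives a correlation without any effect. In 100 simulations of unchanged groups that shared their controls, r averaged 0.521 and reached at most 0.600. With the control libraries divided so that the contrasts shared none, r was between 0.764 and 0.825. The sign of the log2FC was the same for 83.6% of the genes, against at most 68.8% in the simulations. Of the 1030 genes past |log2FC| of 2 in either contrast (edgeR adjusted p of at most 0.05), 468 passed in both, all in the same direction, with 183 higher and 285 lower than control. With total counts 460 genes passed in both, again all in the same direction, but with 243 higher and 217 lower. Over the 1030 genes alone, which were selected by their size of change, r was 0.880, and no simulation was run for that selection.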

In line with PCA and Pearson’s correlation matrix data (Fig. 1), the analysis of DEGs showed that the most substantial alteration of the gene expression was caused by kanamycin in the media. For the kanamycin-sensitive cells, which were not pretreated with high salt, a total of 388 and 394 genes were respectively significantly up- or downregulated when compared to the control conditions without kanamycin (kanamycin vs. control). Similarly, for the VBNC cells (VBNC vs. control), we noted 334 upregulated and 514 downregulated genes when compared to the untreated cells. 

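At |log2FC| of at least 2 and an edgeR adjusted p of at most 0.05, 363 genes were higher and 359 lower in kanamycin vs. control. For every one of these 722 genes, the 3 kanamycin libraries did not overlap the 3 control libraries in CPM. At any size of change, 2817 genes passed the adjusted p, and 71.9% of the 4066 genes showed no overlap, where chance gives 10% for 3 libraries against 3. Scaling by total counts gave 407 higher and 302 lower genes, and a filter at a mean CPM of at least 10 gave 337 and 297. With each library left out in turn, there were 355 to 395 higher and 333 to 373 lower genes. At the HighFold threshold (|log2FC| of at least 5, adjusted p of at most 0.01), 11 genes were higher and 4 lower, and leaving out control 3 raised the 11 to 19. The largest increase was that of clpE (BSU_13700), which rose from 27.5 ± 2.76 to 15174 ± 2377 CPM (log2FC 9.1, SE 0.21, edgeR adjusted p = 2.0e-10). It was followed by yrkA (log2FC 6.13, SE 0.16, edgeR adjusted p = 3.2e-10), by rbsA and rbsD of ribose uptake with log2FC 5.99 and 5.71, and by msmR with 5.61. Without control 3, the value of rbsD was 6.56. The largest decreases were those of yfmG (log2FC -5.99, SE 0.20, edgeR adjusted p = 1.3e-09), dhbE with -5.62, dhbB with -5.44, metE with -5.26 and carB with -4.85.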

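By the same thresholds, 328 genes were higher and 448 lower in VBNC vs. control. In 773 of these 776 genes the CPM of the VBNC and control libraries did not overlap, and the adjusted p alone was passed by 2924 genes. Higher genes made up 42.3% of the 776, and 61.5% when libraries were scaled by total counts, which gave 506 higher and 317 lower genes. Leave-one-out ranges were 325 to 365 higher and 435 to 463 lower. At the HighFold threshold, 9 genes were higher and 16 lower, or 12 higher and 3 lower with total counts. clpE, at 12355 ± 1109 CPM in VBNC libraries, again had the largest increase (log2FC 8.81, SE 0.20, edgeR adjusted p = 3.4e-10), and yrzI (BSU_27190) and ykrP (BSU_13520) reached log2FC 5.86 and 5.35, below only clpE and the proline genes putB and putC. Among the decreases, yfmG had log2FC -5.66 (SE 0.19), carB -5.49, srfAD -5.40 and argF -5.35. The small gene phrC had log2FC -5.57 with a wide SE of 0.64. It shares 13.8% of its length with a neighbouring gene, and without control 3 its value was -4.88.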

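In VBNC vs. kanamycin, 45 genes were higher and 154 lower at |log2FC| of at least 2 and an edgeR adjusted p of at most 0.05, so higher genes made up 22.6% of the 199. With total counts the numbers were 77 and 108, a share of 41.6%. The libraries of these conditions did not overlap for 198 of the 199 genes, and 1988 genes passed the adjusted p at any size. The median size of change over all tested genes was 0.50, against 0.90 in kanamycin vs. control and 0.99 in VBNC vs. control. Leaving out each library in turn gave 46 to 59 higher and at least 150 lower genes, and a filter at a mean CPM of 10 left 29 higher genes. At |log2FC| of at least 5, 2 genes were higher and 0 lower. The 0 stood under edgeR with unadjusted p, under DESeq2 and under limma-voom. Behind the proline genes putB and putC, the largest increase was that of mneP (BSU_05470, log2FC 3.79, SE 0.20, edgeR adjusted p = 1.1e-07). The largest decreases were those of mrgA (log2FC -3.91, SE 0.21, edgeR adjusted p = 1.1e-07), sacC with log2FC -3.85, rbsC with -3.81, fadF with -3.74 and fadA with -3.73.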

Interestingly, the differences in gene expression between VBNC and kanamycin-sensitive cells (VBNC vs. kanamycin)were rather moderate, and revealed 73 upregulated and 185 downregulated genes in VBNC cells compared to kanamycin-sensitive ones. (Table 2).

**Table 2:** Differently expressed genes in tested conditions.

Contrasts	HighFold (log_2_FC ≥ 5, *p* ≤ 0.01)		TopHits (log_2_FC ≥ 2, *p* ≤ 0.05)		Total affected genes	
	Upregulated	Downregulated	Upregulated	Downregulated	Upregulated	Downregulated
Kanamycin versus control	13	9	375	385	388	394
VBNC versus control	10	22	330	492	334	514
VBNC versus kanamycin	9	2	64	182	73	185

### Functional analysis of DEGs of *B. subtilis* cells in the VBNC state

For functional interpretation of DGEs of VBNC cells, we performed Gene Set Enrichment Analysis (GSEA). Statistically significant differences in gene expression (*p* value ≤ 0.05 and a log_2_FC ≥ 3) were categorized into functional classes and annotated by Gene Ontology (GO) analysis using FUNAGE-Pro v1 software^31^. To determine the differences between VBNC and culturable state (VBNC vs. control), a total of 114 upregulated and 213 downregulated genes (Table S1) were additionally mapped to operons, and the most relevant functions are discussed below. 

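At |log2FC| of at least 3 and an edgeR adjusted p of at most 0.05, 108 genes were higher and 196 lower in VBNC vs. control. With total counts the numbers were 163 higher and 129 lower. Of the genes in Table S1, 308 were tested and 19 were left out by the filter on low counts. All 308 changed in the direction the table gives, and 293 passed both thresholds, 100 of them higher and 193 lower. Another 11 genes passed that the table does not list. Between the table's log2FC and those computed from the counts, the median difference was 0.09, the largest 0.51 and Pearson's r across genes 0.9999. The number that passed moved most under total counts, to 229.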

The overrepresented GO terms are depicted in Fig. 2.

**Figure 2:**
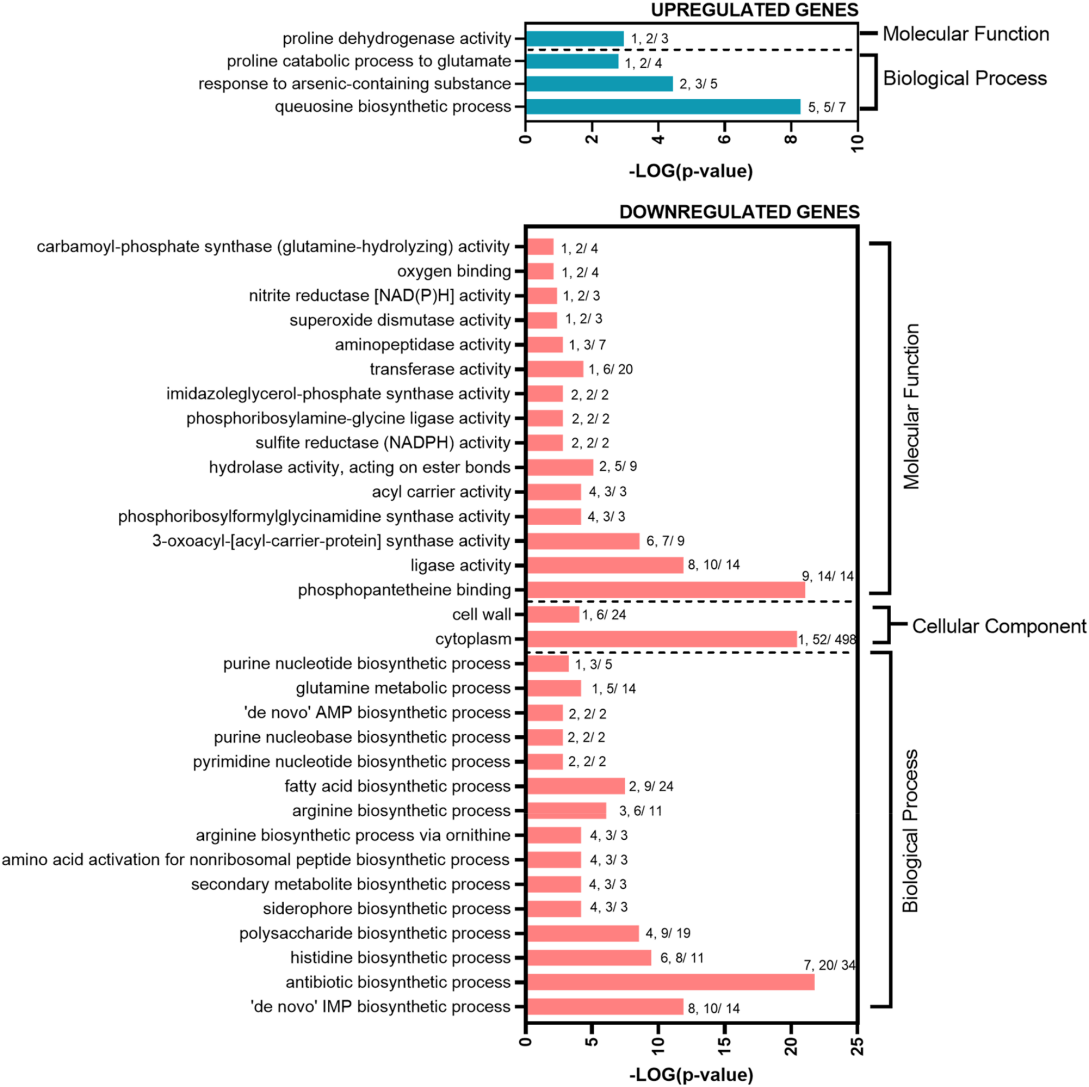
GO terms significantly affected in *B. subtilis* VBNC cells. A graphical representation of DEGs (*p* value ≤ 0.05 and a log_2_FC ≥ 3) annotated by GO analysis in GSEA-Pro3. The values given to each bar correspond to Score (0–9, 0 being not significant, ranked based on Benjamini–Hochberg Algorithm) and the hits/class size.

#### Significantly upregulated genes in *B. subtilis* VBNC cells

The analysis of DEGs revealed the presence of four highly enriched GO terms in VBNC cells (Fig. 2). More detailed GSEA demonstrated that VBNC cells highly upregulate 14 different operons compared to the non-stressed culturable cells (VBNC vs. control) (Fig. 3). Interestingly, the most prominent changes were observed for ICE*Bs1* conjugative element genes of *ydcS* and *BSU_04849* operons (*yddJ, yddI, cwlT, conG, yddF, conE, conD, conC, conB, yddA, ydcT, ydcS, nicK, conQ, helP, xis*). 

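The 16 ICEBs1 genes lie on the plus strand of the B. subtilis 168 chromosome between 531787 (xis) and 545975 (yddJ). In VBNC vs. control all 16 were higher, with log2FC from 2.72 (yddJ) to 5.24 (yddA), a median of 3.88 and a largest edgeR adjusted p of 4.6e-05. yddA (BSU_04900) rose from 1.46 ± 0.420 to 60.8 ± 10.2 CPM (log2FC 5.24, SE 0.23, edgeR adjusted p = 5.8e-09). ydcS (BSU_04880) rose from 4.98 ± 0.489 to 97.03 ± 5.49 CPM (log2FC 4.25, SE 0.27, edgeR adjusted p = 7.8e-08), and BSU_04849, which names the other operon, had log2FC 3.23. conD (3.37) shares 21.5% of its length with neighbouring genes. In kanamycin vs. control the 16 genes were higher too, by 1.01 to 2.29, with a median of 1.78. The conD value in that contrast was 1.01 with an edgeR adjusted p of 0.022, which became 0.058 without control 2 (0.99) and 0.0503 without control 3 (1.09), and 0.069 under limma-voom (0.98). As a set the genes were higher in both contrasts by camera, a test of a gene list against all other genes with a preset correlation of 0.01 (adjusted p = 2.0e-06 and 5.7e-04, over 38 lists and 3 contrasts). Of the 114 pairs of list and contrast tested this way, 88 passed, 35 higher and 53 lower, and 87 of the 88 also passed under fry, which passed more pairs than camera. The choice that moved the lists most was to estimate the correlation between genes, under which 0 passed by camera (adjusted p from 0.20 to 0.86), with 26 at an unadjusted p of at most 0.05. For 107 of the 114 pairs, the number of genes with an adjusted p of at most 0.05 was the same when adjusted over the list alone as over all genes tested, and it differed by at most 1 in the others. The study chose the lists on these same libraries, so that count is not independent evidence.

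**Figure D1:**
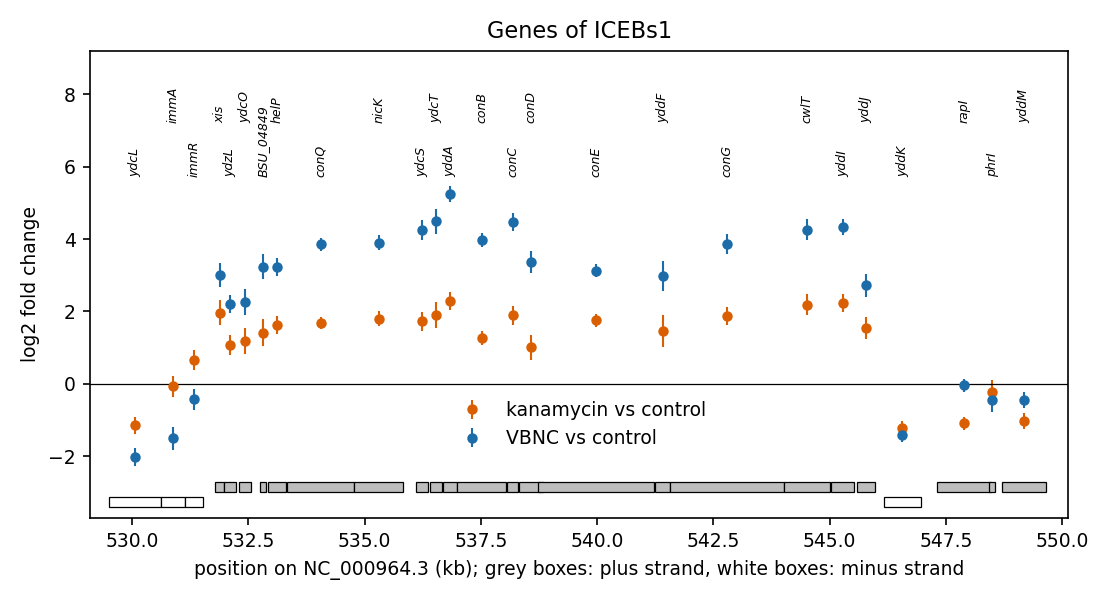
Log2 fold change of each tested gene of the ICEBs1 region against its position in kb on the chromosome, for kanamycin vs. control and VBNC vs. control, with error bars of 1 SE. The 16 named genes lie between 2.72 and 5.24 in VBNC vs. control and between 1.01 and 2.29 in kanamycin vs. control.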

The induction of ICE*Bs1* is controlled by quorum sensing mechanism (induced at high population densities)^32^ or stressed-induced DNA damage and SOS response^33^. Because VBNC cells cease their growth and thus do not reach high densities, we suggest that the activation of ICE*Bs1* excision likely resulted in response to antibiotic-induced oxidative stress and DNA damage^34,35^.

**Figure 3:**
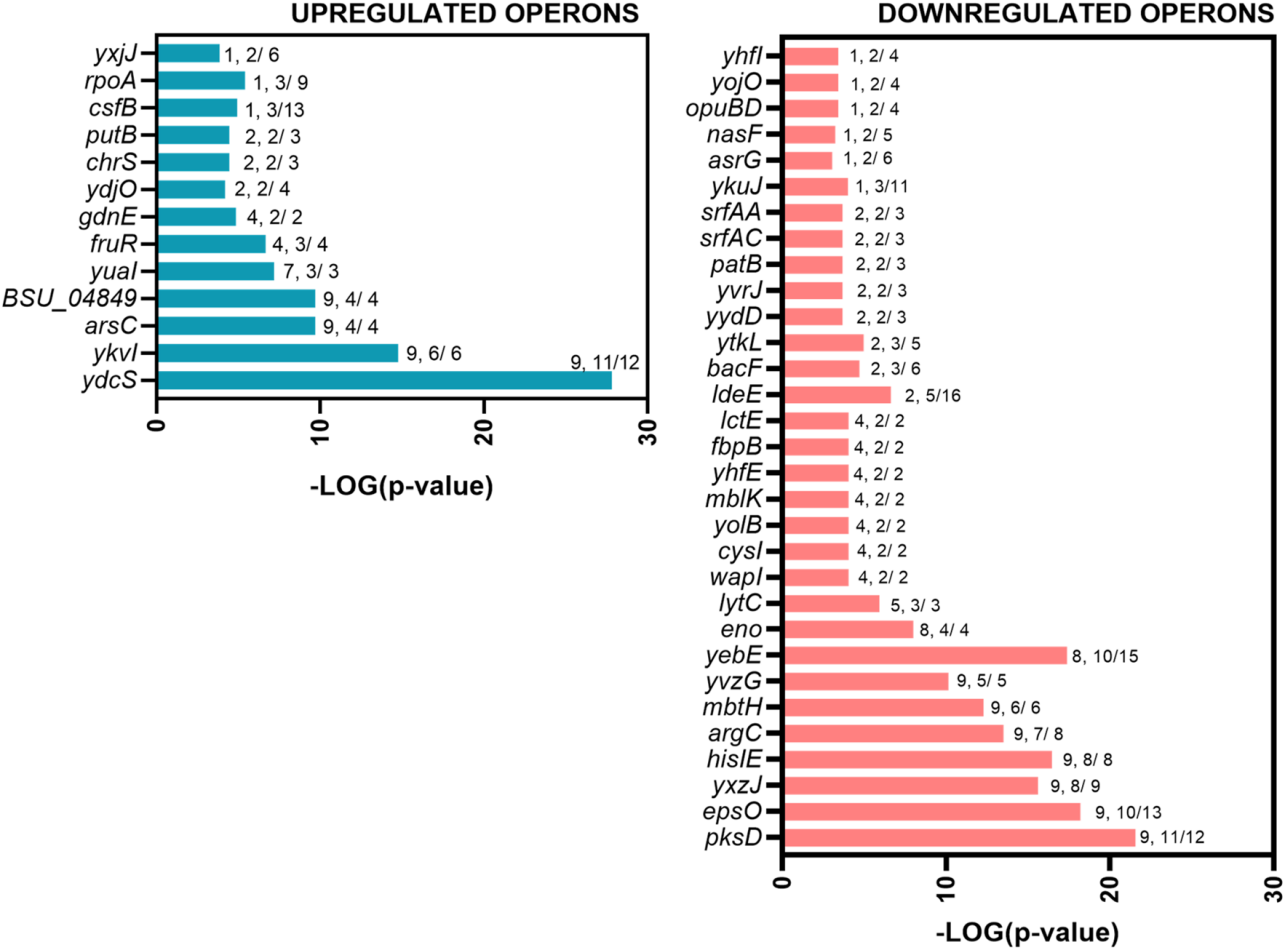
Significantly affected gene expression organized in operons for *B. subtilis* VBNC cells. A graphical representation of DEGs (*p* value ≤ 0.05 and a log_2_FC ≥ 3) clustered in operons. The values given to each bar correspond to Score (0–9, 0 being not significant, ranked based on Benjamini–Hochberg Algorithm) and the hits/class size.

The second most significantly upregulated genes in VBNC cells belong to the queosine biosynthesis pathway, particularly the *queC-queD-queE-queF* operon (*yvkI*), regulated by the preQ-riboswitch^36,37^ (Fig. 3). 

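The genes queC, queD, queE and queF lie in a row on the plus strand between 1439448 and 1441788, directly behind ykvI. queE (BSU_13740) rose from 16.8 ± 0.345 CPM in control to 566 ± 54.4 CPM in VBNC libraries (log2FC 5.07, SE 0.12, edgeR adjusted p = 3.4e-10). The log2FC was 5.22 for queC, 4.89 for queD and 4.34 for queF, each with an SE of at most 0.17, and 3.33 for ykvI. queG (BSU_08910), which lies apart at 967935 to 969095, had a smaller increase (log2FC 3.12, SE 0.13, edgeR adjusted p = 3.5e-09). Together the 5 que genes had a median log2FC of 4.89 (camera adjusted p = 3.3e-04).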

Queuosine (Q) is a modified nucleotide synthesized de novo from GTP and is typically found in the wobble position of anticodons of four tRNA species in both eukaryotes and prokaryotes (His, Asp, Asn and Tyr)^38^. Interestingly, the latest studies have shown that eukaryotic Q-modified tRNAs are involved in the nutritional control of protein synthesis by controlling the translational speed of Q-decoded codons^39^. In the absence of queuine, cells displayed increased protein unfolding and activated protein-folding stress responses. Since kanamycin binds to the 30S ribosomal subunit and causes protein misfolding, we believe that VBNC cells increase queuosine pools and Q-modified tRNAs levels to minimize the translation error and thereby confer the kanamycin-tolerant phenotype. Prompted by this observation, we tested whether the mutation of the *queG* gene encoding for the last enzymatic step of the conversion of epoxyqueuosine to queuosine^40^ would potentiate the kanamycin-induced cell death in *Bacillus subtilis* 168. The exponentially growing cells of *B. subtilis* 168 ∆*queG* were transferred to media with increasing concentrations of kanamycin and we followed their outgrowth for 12 h (Fig. 4). Initially, up to 2 h of the antibiotic treatment, the *queG* mutant showed increased growth rates when compared to the wild type strain under all tested concentrations. This increased growth rate was likely caused by the decreased intracellular levels of queuosine in the mutant strain. After 2 h, however, we observed a substantial decrease in the optical density of the ∆*queG* strain and more prominent antibiotic efficacy compared to the wild type strain.

**Figure 4:**
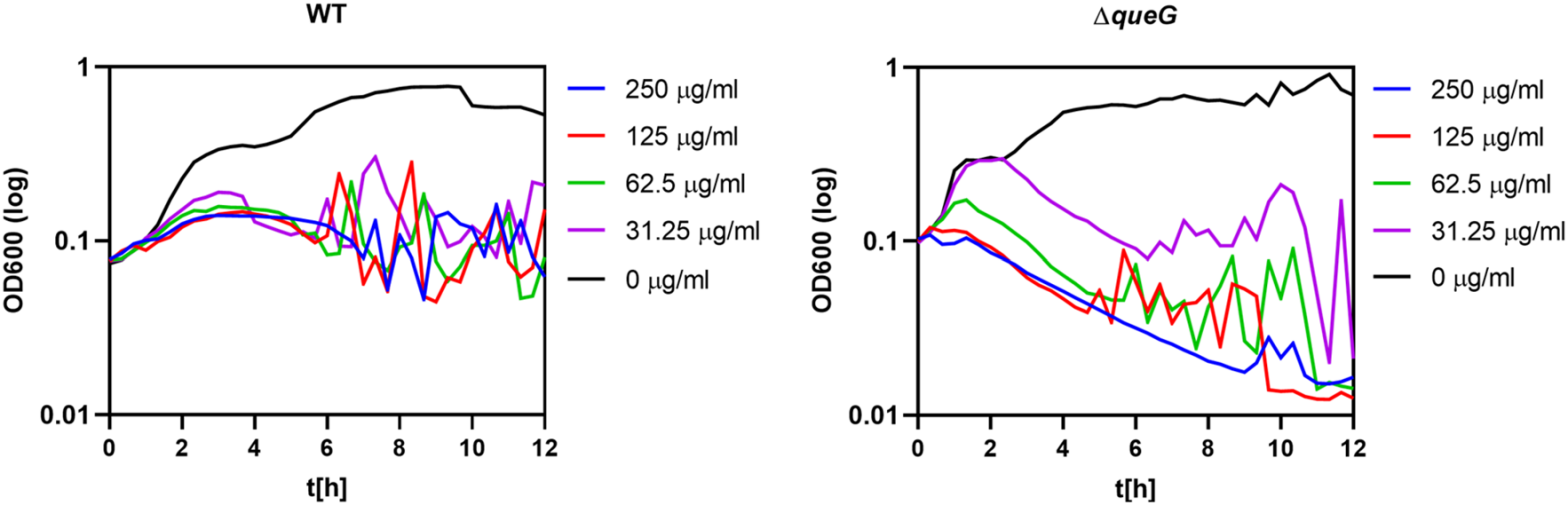
Susceptibility of *B. subtilis* 168 ∆*queG* mutant to lethal concentrations of kanamycin. Growth curves for WT *B. subtilis* 168 and ∆*queG* in the presence of increasing concentrations of kanamycin. The black curve indicates the outgrowth of cells without antibiotics.

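In VBNC vs. control, the arsenic operon genes arsR, yqcK, arsB and arsC had log2FC 3.83, 3.40, 3.68 and 4.52, with SE from 0.21 to 0.23 and a largest edgeR adjusted p of 9.6e-08. arsC (BSU_25780, minus strand, 2655322 to 2655741) rose from 7.89 ± 1.34 to 188 ± 26.7 CPM. The chromate operon, plus strand from 3720925 to 3722541, had log2FC 3.19 for chrS, 3.07 for ywrB and 2.26 for ywrA (largest edgeR adjusted p = 2.5e-05). As sets, the arsenic genes had a median of 3.75 (camera adjusted p = 0.0067) and the chromate genes 3.07 (camera adjusted p = 0.039, or 0.058 with total counts). Kanamycin-sensitive cells had increases of like size against control, with medians of 3.50 and 2.80. The difference between VBNC and kanamycin-sensitive cells did not pass as a set for either operon (medians 0.15 and 0.20, camera adjusted p = 0.38 and 0.54).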

The adverse effects of antibiotic-induced oxidative stress were evident with the increased expression of operons related to detoxification of inorganic ions, including *arsR-yqcK-arsB-arsC* operon and members of *chrS-ywrB-ywrA* operon. The bactericidal killing mechanism has been correlated with the induced formation of reactive oxygen species (ROS)^41–43^, which oxidize cellular structures, including sulfur-containing amino acids and metal-containing cofactor sites in proteins^44^. This leads to protein unfolding and accumulation of free metal ions in the cytoplasm and metal stress^45^. Interestingly, metal efflux genes were also highly upregulated in *E.coli* VBNC cells induced in low-level chlorination^25^ and low-temperature conditions^46^.

Furthermore, we observed that VBNC cells activate the expression of a SigW-controlled operon *yuaF-floT-yuaI*, suggesting changes in membrane composition and fluidity of cells exposed to kanamycin^47,48^. 

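yuaF (annotated as nfeDB), floT and yuaI lie on the minus strand between 3179926 and 3182539. Their log2FC in VBNC vs. control were 3.79, 3.37 and 3.28 (largest edgeR adjusted p = 1.1e-07). floT (BSU_31010) rose from 1443 ± 207 CPM to 14916 ± 1939.6 CPM. The increases in kanamycin vs. control were 4.49, 4.18 and 3.87, and floT reached 26099 ± 4019 CPM. The genes passed camera as a set in both contrasts (adjusted p = 0.0086 and 0.0057). Directly compared, VBNC cells were lower than kanamycin-sensitive cells in all 3 genes, from -0.81 to -0.60 (largest edgeR adjusted p = 0.023), and the set passed fry (adjusted p = 0.015) but not camera (adjusted p = 0.13).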

The overexpression of *yuaI operon* suggests that membrane of antibiotic-treated cells is more rigid due to enrichment in FloT and YuaF proteins^48^, and thereby, less permeable for membrane-interacting cationic antibiotics like kanamycin^49,50^.

In this study, the VBNC cells emerged in SMM media supplemented with glucose as a primary carbon source. 

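The operon of fruR, fruK and fruA lies on the plus strand from 1507578 to 1511163. The log2FC in VBNC vs. control was 4.01 for fruR, 4.38 for fruK and 4.4 for fruA, each with an SE of 0.24 or 0.25. fruA (BSU_14400) rose from 63.6 ± 20.0 to 1355 ± 69.6 CPM (edgeR adjusted p = 2.6e-08). The median of the operon was 4.38 in VBNC vs. control, 2.23 in kanamycin vs. control and 1.95 in VBNC vs. kanamycin (camera adjusted p = 0.0092, 0.032 and 0.0031).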

Interestingly, transcriptomics data indicated that *B. subtilis* in the VBNC state activates the transcription of *fruR-fruK-fruA* operon (Fig. 5, *fruR*) and switches to fructose utilization. Moreover, the overrepresentation of proline utilization genes in *putB* operon (*putB* and *putC*) indicates a secondary use of proline as a carbon and nitrogen source. 

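putB (BSU_03200) and putC (BSU_03210) lie next to each other on the plus strand from 344551 to 347026. putB had 15.3 ± 3.39 CPM in control, 7.99 ± 1.10 CPM in kanamycin and 1577 ± 121 CPM in VBNC libraries. Its change in VBNC vs. control was log2FC 6.72 (SE 0.21, edgeR adjusted p = 9.0e-10), and leaving out each library in turn gave 6.59 to 6.86. putC had 47.9 ± 4.87, 68.2 ± 8.12 and 5109 ± 275 CPM in the same order (log2FC 6.74, SE 0.18, edgeR adjusted p = 5.5e-10). The median over putB, putC, putP and putR was 5.09 (camera adjusted p = 5.9e-04).

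**Figure D2:**
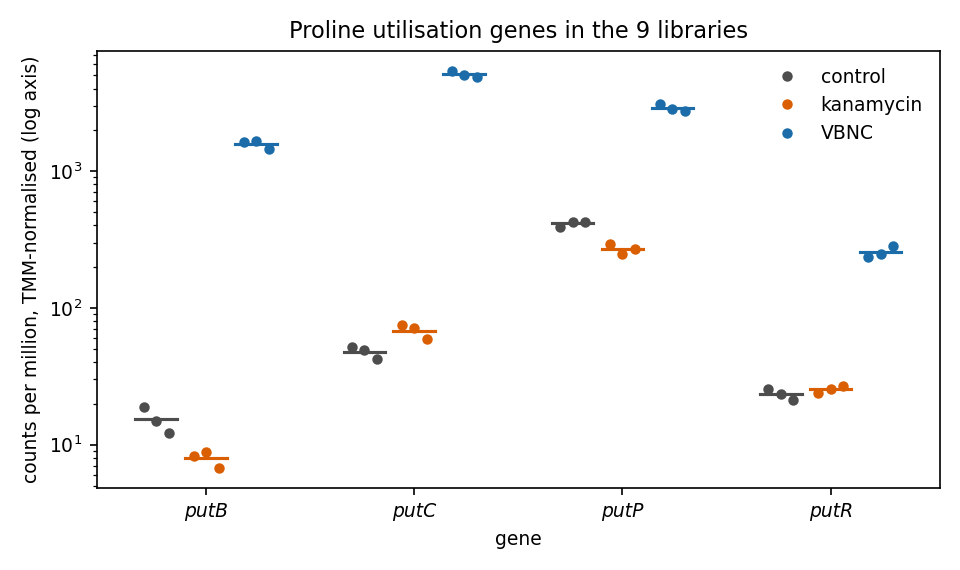
Expression of putB, putC, putP and putR in CPM after TMM scaling, on a log axis, in control, kanamycin and VBNC libraries. Each point is 1 library and each line the mean of 3, and for all 4 genes every VBNC library lies above every control and kanamycin library.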

Since the VBNC state in *B. subtilis* was induced with a transient osmotic upshift, the utilization of accumulated and released to the media proline is expected^51^. Moreover, previous studies have shown that *B. subtilis* also upregulates *putB* and *putC* in response to lack of glucose in the media^52^. Thus, it appears that *B. subtilis* VBNC cells avoid metabolizing highly-energetic glucose and switch to alternative carbon sources to maintain basal metabolic activity.

**Figure 5:**
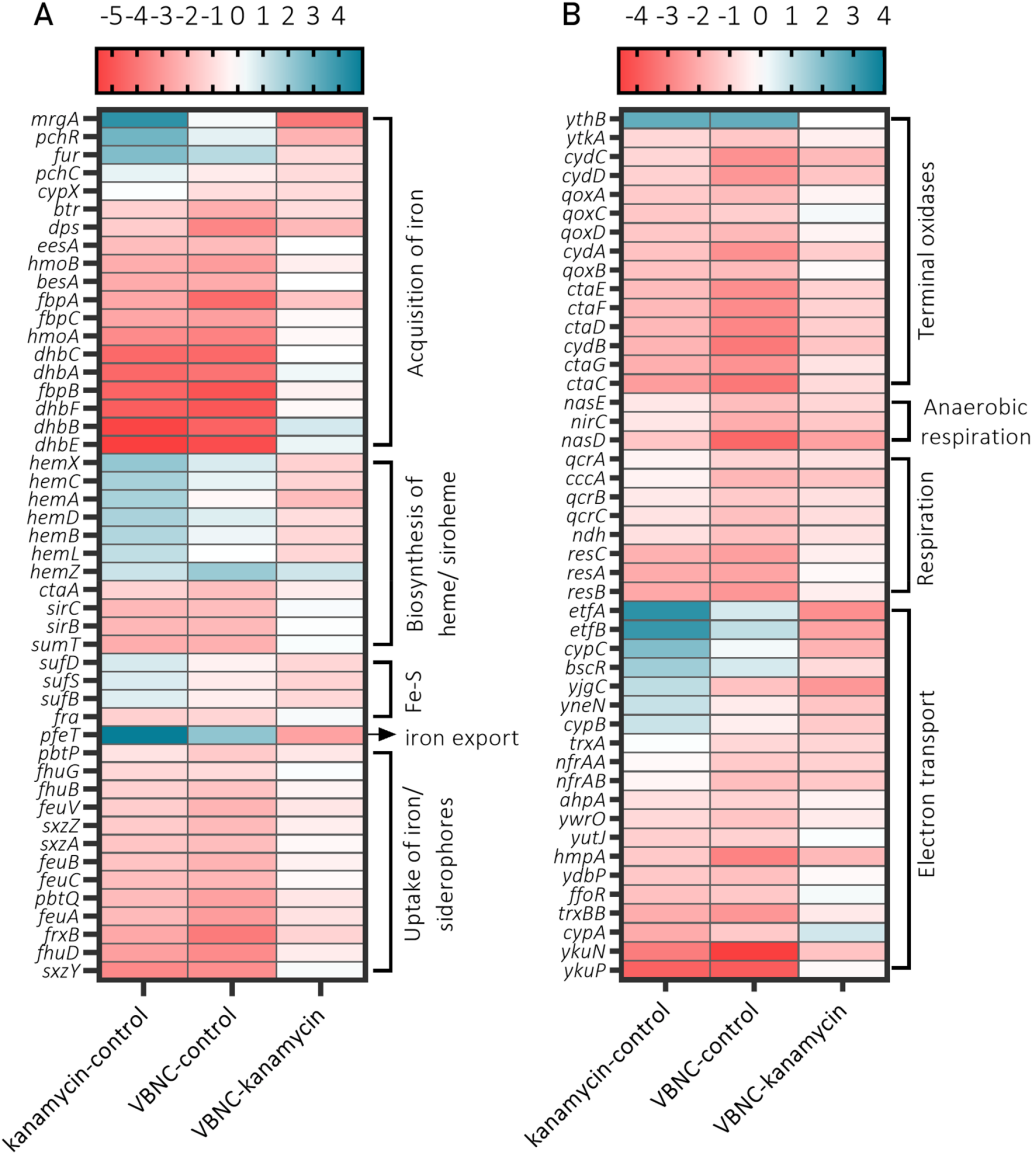
TopHit DEGs involved in iron homeostasis and respiration in *B. subtilis* VBNC and kanamycin-sensitive cells. Heatmaps of DGEs ratio values (*p* value ≤ 0.05 and a log_2_FC ≥ 2) involved in (**A**) iron homeostasis and (**B**) respiration in *B. subtilis* 168. The analysis shows significantly different expressed genes in at least one of the experimental contrasts. The fold differences are represented with the color bar above each heatmap. Heatmaps were generated in GraphPad Prism 8 Software (GraphPad Software, San Diego, California USA, www.graphpad.com).

#### Significantly downregulated genes in *B. subtilis* VBNC cells

For the highly downregulated genes, the GO analysis revealed that cells in the VBNC state arrest many anabolic processes and cell division, presumably to reduce energy consumption dedicated to the growth and to enter dormancy (Fig. 2). The enrichment analysis showed 31 operons significantly affected in VBNC cells when compared to culturable cells (VBNC vs. control) (Fig. 3).

Many downregulated operons were classified to the AbrB regulon, controlled with AbrB transcription factor^53–55^. The most significant changes were found for operons associated with biosynthesis of secondary metabolites, including nonribosomal peptides like bacillibactin, plipastatin, bacilysin and surfactin (*mbtH*, *ldeE*, *bacF*, *sfrAC, sfrAA*), and polyketides (*pksD*), as well as operons involved in biofilm formation (*epsO*) and motility and swarming (*yvzG*). 

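The surfactin genes srfAA (BSU_03480, 376968 to 387731) and srfAC fell by 4.96 and 5.15 on the log2 scale in VBNC vs. control (edgeR adjusted p = 2.0e-09 and 2.6e-09), and srfAA went from 50786 ± 7870.1 to 1634 ± 206 CPM. Median log2FC were -5.13 over the 4 srfA genes, -4.52 over the 5 dhb genes of bacillibactin, -3.7 over the 5 pps genes of plipastatin and -2.56 over the 7 bac genes of bacilysin. In the same order, camera gave adjusted p = 0.0016, 9.8e-04, 5.1e-04 and 0.0023. The bacillaene genes had a median of -3.61, with 13 of 15 lower, and the eps genes of the biofilm matrix a median of -3.14, with 15 of 15 lower (camera adjusted p = 2.3e-05 and 1.5e-05). Of the genes that name the operons, mbtH had log2FC -3.75, bacF -3.81, pksD -2.08, epsO -2.82 and yvzG -3.78, all with an edgeR adjusted p of at most 3.4e-06. ldeE (BSU_18210) itself was higher (log2FC 0.71, SE 0.25, edgeR adjusted p = 0.024), and its edgeR adjusted p became 0.069 without control 1 (0.58), 0.069 without control 2 (0.68) and 0.095 without VBNC 2 (0.53).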

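Compared with control, VBNC cells had lower yolB (BSU_21530, minus strand, 2272534 to 2272890), which fell from 581 ± 33.1 to 32.7 ± 2.97 CPM (log2FC -4.15, SE 0.15, edgeR adjusted p = 1.5e-09). cwlS (BSU_19410) fell from 394 ± 6.28 to 9.94 ± 2.53 CPM (log2FC -5.28, SE 0.19, edgeR adjusted p = 2.0e-09). For the operon that Fig. 3 labels asrG, the annotated RNA gene asrG, at 2273705 to 2273884 on the minus strand, had between 0 and 19 reads per library and was left out by the filter on low counts. Without that filter its log2FC was -1.05 (SE 0.65, edgeR adjusted p = 0.18), so a change was not detectable at this depth.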

Some other AbrB-controlled operons, involved in competition with other bacteria in biofilms (*arsG*)^56,57^, expression of extracellular signal peptides (*yolB*)^58^, cell separation (part of *yojO* operon, *cwlS* gene)^59^ were also strongly downregulated. The downregulation of AbrB-controlled genes suggest that VBNC cells are likely locked in transition phase between active growth and commitment to sporulation^60^.

VBNC cells are in a non-growing transition state, therefore changes in the expression of genes involved in central metabolism and cell growth are expected. In this regard, our data revealed that VBNC cells displayed significantly lower transcription levels of several glycolytic genes, including *eno*, *gpmI*, *tpiA* and *pgk* (*eno* operon)*,* as well as genes involved in histidine and arginine biosynthesis (*hisIE*, *argC*, *ytkL*). Moreover, VBNC cells significantly downregulated genes involved in purine biosynthesis (*yebE* operon), corresponding with low metabolic activity^61^ and reduced histidine biosynthesis^62^. Additionally, the analysis showed downregulation of N-acetylmuramoyl-L-alanine amidases genes *lytA-lytC* and dl-endopeptidases genes *lytD, lytF* and *cwlS*, responsible for cell wall turnover and cell separation^63^, and downregulation of the members of *mblK* operon associated with the control of cell shape and division (*yisK*)^64^, strongly point to reduced synthesis and disassembly of peptidoglycan and inhibited cell proliferation.

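Over gapA, pgk, tpiA, gpmI (annotated as pgm) and eno, the median log2FC in VBNC vs. control was -3.90 (camera adjusted p = 8.2e-04). eno (BSU_33900, minus strand, 3476555 to 3477847) went from 2435 ± 269 to 220.0 ± 15.3 CPM (log2FC -3.47, SE 0.17, edgeR adjusted p = 1.0e-08). The values were -3.90 for gpmI, -4.30 for tpiA and -4.07 for pgk, with SE from 0.18 to 0.27. Of histidine biosynthesis, hisIE (BSU_34860) had log2FC -4.83 (edgeR adjusted p = 2.0e-09), and the 8 his genes ranged from -5.31 to -4.41 with a median of -4.89. argC had log2FC -4.17 and the 9 genes of arginine biosynthesis a median of -5.01. The camera adjusted p was 4.8e-05 for the his genes and 1.8e-05 for the arginine genes. ytkL (BSU_29410) fell by less (log2FC -2.06, SE 0.13, edgeR adjusted p = 1.0e-07).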

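All 12 pur genes from purE to purD were lower in VBNC vs. control, with log2FC from -4.64 to -1.47, a median of -3.92 and a largest edgeR adjusted p of 4.0e-04. By camera the set had an adjusted p of 3.8e-06.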

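lytC (BSU_35620, minus strand, 3659119 to 3660609) went from 652 ± 145.1 CPM in control to 28.2 ± 3.75 CPM in VBNC libraries (log2FC -4.53, SE 0.20, edgeR adjusted p = 6.2e-09). Its neighbours lytA and lytB had log2FC -4.19 and -4.57, and the endopeptidase genes lytD and lytF had -2.51 and -2.76. With cwlS, the median of these 6 genes was -4.36 (camera adjusted p = 3.4e-04). The same 6 genes had a median in kanamycin vs. control of -3.52, and in VBNC vs. kanamycin of -0.86 (camera adjusted p = 4.1e-04 and 0.014). yisK, annotated as mblK (BSU_10750), had log2FC -2.96 (SE 0.11, edgeR adjusted p = 2.8e-09) in VBNC vs. control.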

Finally, the analysis of transcription profiles of VBNC and culturable cells showed changes for genes involved in response to iron limitation. The downregulation of several members of Fur-regulated operons *fbpB dhbB*, *ykuJ* and *nasF* indicates strong inhibition of iron-scavenging components and reduced nitrate assimilation, most likely due to the increased pools of free iron and oxidative stress in VBNC cells^65–67^. 

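The siderophore gene dhbB (BSU_31970, minus strand, 3287675 to 3288613) fell from 246 ± 14.3 CPM in control to 10.7 ± 1.07 CPM in VBNC libraries (log2FC -4.52, SE 0.12, edgeR adjusted p = 5.5e-10). fbpB (BSU_04530), which shares 26.1% of its length with another gene, had log2FC -4.76 (SE 0.46, edgeR adjusted p = 2.7e-06), or -5.78 without VBNC 2, and it was the only one of fbpA, fbpB and fbpC with enough counts to be tested. ykuJ itself did not change at this threshold (log2FC 0.30, edgeR adjusted p = 0.2), although it passed as higher with total counts (0.70) and without VBNC 2 (0.55, edgeR adjusted p = 0.011). Further along its operon, fldN, ykuO and fldP had log2FC -4.48, -4.40 and -3.85. nasF had log2FC -0.12 (edgeR adjusted p = 0.66), a value whose sign changed with total counts (0.29) and without control 3 (0.12). The 4 other nas genes were lower, the median of the 5 was -2.46, and the set did not pass camera (adjusted p = 0.069), although it passed fry (adjusted p = 0.0024), and camera without control 1 (median -2.72, adjusted p = 0.023) and with total counts (adjusted p = 0.038).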

The analysis of TopHits data (*p* value ≤ 0.05 and a log_2_FC ≥ 2) additionally confirmed that VBNC cells activate the iron export (*pfeT*) and downregulate the genes involved in iron acquisition (Fig. 5A). 

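pfeT (BSU_13850, plus strand, 1451371 to 1453284) rose from 30.7 ± 13.5 CPM in control to 149 ± 4.30 CPM in VBNC libraries (log2FC 2.22, SE 0.23, edgeR adjusted p = 5.1e-06), and it had 948 ± 99.2 CPM in kanamycin libraries. Leaving out each library in turn gave values from 2.06 to 2.71. The bacillibactin genes were lower than control in kanamycin-sensitive cells too, with a median log2FC of -4.74. In VBNC vs. kanamycin they did not pass as a set (median 0.38, camera adjusted p = 0.37). There, 4 of the 5 genes were higher and 1 lower, and only dhbB passed (log2FC 0.92, edgeR adjusted p = 2.7e-04).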

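Over the 13 genes of the terminal oxidases (cta, cyd and qox genes), log2FC in VBNC vs. control ranged from -3.19 to -1.12, with a median of -2.62 (camera adjusted p = 1.8e-04). The median was -1.51 in kanamycin vs. control and -1.03 in VBNC vs. kanamycin (camera adjusted p = 5.7e-04 and 0.028), and the last did not pass without VBNC 2 (median -0.88, adjusted p = 0.094). ythB (BSU_30720, plus strand, 3140806 to 3141846) rose from 6.59 ± 2.05 to 40.2 ± 7.89 CPM (log2FC 2.67, SE 0.24, edgeR adjusted p = 1.5e-06). etfA and etfB had log2FC 0.75 and 1.09 (edgeR adjusted p = 0.0015 and 3.4e-06).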

Changes in the expression of genes involved in the respiration show that VBNC cells shut down most of the respiration systems with an exception of *ythB* an alternative terminal quinol oxidase^68,69^ and *etfAB* encoding electron transfer flavoprotein involved in fatty acid β-oxidation^70^ (Fig. 5B).

### Differences in transcription profile of VBNC and kanamycin-sensitive cells

Our previous study showed that *B. subtilis* VBNC cells, induced by transient treatment with a non-lethal osmotic upshift, are resistant to kanamycin^29^. Hence, to gain more insights into the possible resistance mechanism, we analyzed the differences in transcriptomes of VBNC cells and kanamycin-sensitive cells after 1 h of the antibiotic treatment (VBNC vs. kanamycin). As previously observed, after 1 h treatment with kanamycin the kanamycin-sensitive population was still alive, therefore the isolation of total RNA and RNA-Seq were performed on antibiotic-affected but still viable cells^29^. Accordingly, we performed the GSEA for DEGs and ascribed the most overrepresented genes into GO terms and operons. Since the global analysis of DEGs for both conditions showed moderate changes in gene expression when compared (Fig. 1), we adjusted the cutoff value to a *p* value ≤ 0.05 and a log_2_FC ≥ 2 (TopHits). Thus, a total of 246 DEGs were identified, including 64 upregulated and 182 downregulated genes (Table S2).

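Of the 246 genes in Table S2, 214 were tested and 32 were left out by the filter on low counts. All 214 changed in the table's direction, and 191 passed |log2FC| of 2 and an edgeR adjusted p of 0.05, 37 of them higher and 154 lower. The largest difference from the table's log2FC was 0.26, and 8 genes passed that the table does not list. Without the filter, 218 of the listed genes passed.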

The GO analysis of significantly affected DEGs revealed that VBNC cells downregulate several biological processes compared with kanamycin-sensitive *B. subtilis* (Fig. 6). Most GO terms identified for VBNC cells point to repressed transport and catabolism of alternative carbon sources, downregulation of processes involved in glycolysis and oxidative stress response, and increased queuosine biosynthesis and proline catabolism.

**Figure 6:**
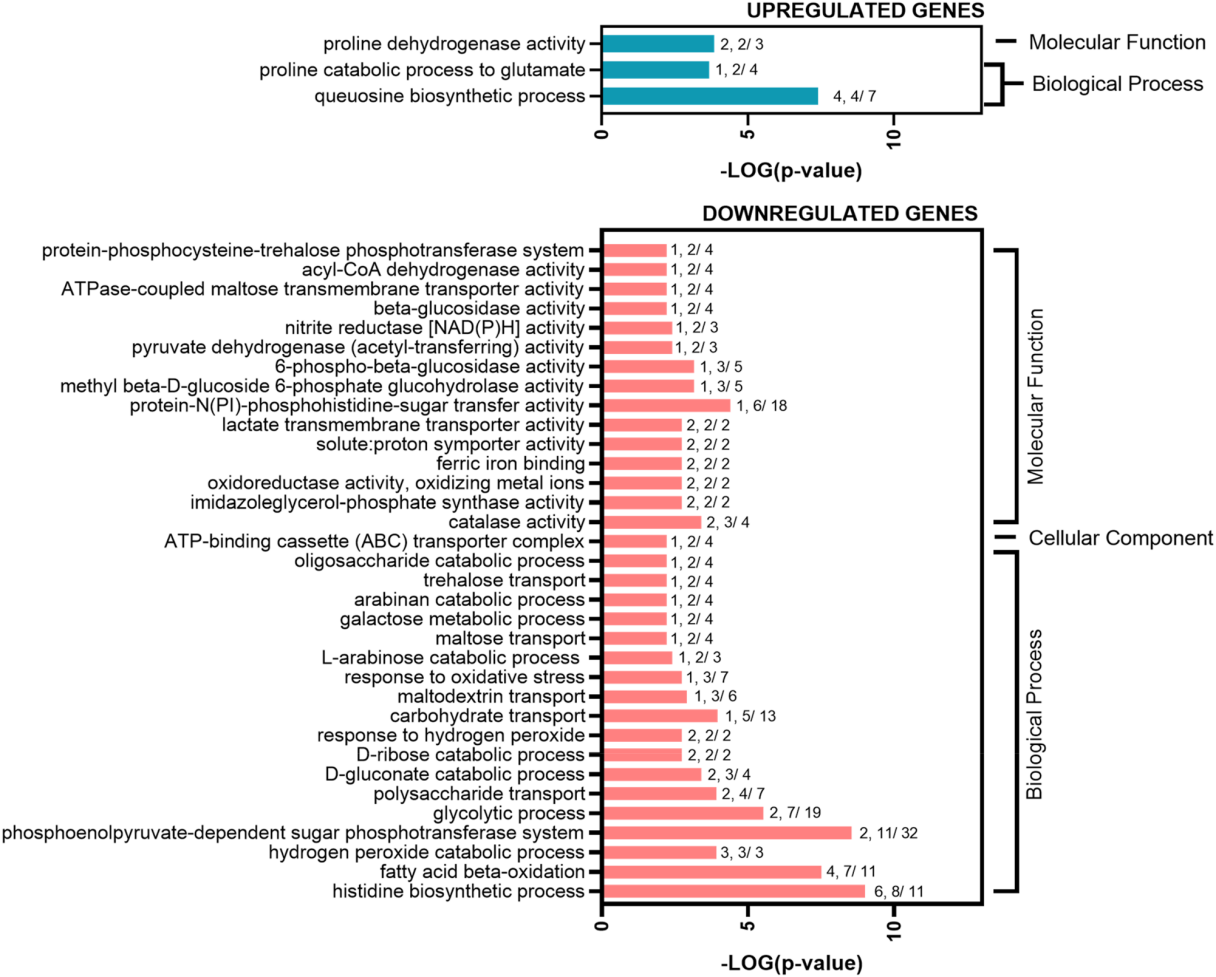
GO terms significantly affected in *B. subtilis* VBNC cells versus kanamycin-sensitive cells. A graphical representation of DEGs (*p* value ≤ 0.05 and a log_2_FC ≥ 2) annotated by GO analysis. The values given to each bar correspond to Score (0–9, 0 being not significant, ranked based on Benjamini–Hochberg Algorithm) and the hits/class size.

The GSEA demonstrated 9 upregulated and 31 downregulated operons in VBNC cells compared to the kanamycin-sensitive cells (VBNC vs. kanamycin) (Fig. 7). 

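In VBNC vs. kanamycin, putB had log2FC 7.62 (SE 0.21, edgeR adjusted p = 3.9e-09) and putC 6.23 (SE 0.18). All 16 ICEBs1 genes were higher, from 1.04 (xis) to 2.96 (yddA), with a median of 2.10 (camera adjusted p = 4.4e-09), and the value of xis became 0.75 without VBNC 1 (edgeR adjusted p = 0.053). The 5 que genes had a median of 2.54 (camera adjusted p = 1.5e-05), with queF at 111 ± 7.58 CPM in kanamycin and 583 ± 48.8 CPM in VBNC libraries, and ykvI had log2FC 1.64. Of the SP-beta genes yonH, yorZ and yomD, which name the operons, only yomD passed (log2FC 1.68, SE 0.54, edgeR adjusted p = 0.024). It did not pass without kanamycin 1 (1.54, edgeR adjusted p = 0.079), without kanamycin 3 (1.51, 0.074) or without VBNC 2 (1.19, 0.094). yonH had log2FC 1.30 (edgeR adjusted p = 0.13), and yorZ was left out by the filter on low counts. Over 99 tested genes of SP-beta, a list chosen after the data had been seen, the median was 0.80, with 76 higher and 23 lower (camera adjusted p = 2.3e-04). At |log2FC| of at least 2 and an edgeR adjusted p of at most 0.05, 12 of them were higher and 0 lower.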

Members of 9 upregulated operons are primarily related to proline utilization (*putB*), conjugation of ICE*Bs1* element (*ydcS*, *BSU_04849*), synthesis of the modified ribonucleotide queuosine (*ykvI*) and lysogeny of SP-beta prophage (*yonH*, *yorZ*, *yomD*). Interestingly, we identified that genes *buk*, *bcd* and *ptb* (*bkdB* operon), involved in the catabolism of branched-chain amino acids (BCAAs), i.e. leucine, valine and isoleucine are highly upregulated in the VBNC cells^71^. 

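The bkd operon lies on the minus strand, and buk (BSU_24070), bcd (BSU_24080) and ptb (BSU_24090) span 2501549 to 2504664. For VBNC vs. kanamycin, buk had log2FC 2.15 (SE 0.13, edgeR adjusted p = 2.4e-07), bcd 2.19 and ptb 2.65. bcd had 76.7 ± 3.24 CPM in kanamycin and 351 ± 40.8 CPM in VBNC libraries. All 7 genes of the operon were higher, with a median of 1.47 (camera adjusted p = 3.6e-06).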

Importantly, the deamination and oxidative decarboxylation of BCAAs generate precursors for biosynthesis of fatty acid species and determine the composition of the cytoplasmatic membrane^72–74^. We did not observe significant differences in the expression of genes in *bkdB* operon in VBNC cells when compared with the control. Thus, we propose that kanamycin-sensitive cells downregulate genes involved in BCAAs degradation and likely utilize fatty acids in response to aminoglycoside stress (increased level of *fadE*, *fadA*, *fadN* transcripts in the kanamycin sensitive cells Table S2).

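Against control, buk in VBNC cells had log2FC 1.35 (SE 0.12, edgeR adjusted p = 1.7e-06), bcd 1.35 (SE 0.11, edgeR adjusted p = 9.0e-07) and ptb 1.88 (SE 0.23, edgeR adjusted p = 1.8e-05), all below |log2FC| of 2. bkdB had log2FC 0.29 with an edgeR adjusted p of 0.043. This call was lost without control 1 (0.24, edgeR adjusted p = 0.15), without control 3 (0.29, 0.085), without VBNC 2 (0.25, 0.10) and without VBNC 3 (0.27, 0.093), and also under DESeq2, limma-voom and no filter on low counts (adjusted p of 0.063, 0.054 and 0.087). Of the 7 genes, 5 passed an edgeR adjusted p of 0.05, and the set had a median of 0.29 and did not pass camera (adjusted p = 0.067), although it passed fry (adjusted p = 9.0e-04), and camera without VBNC 1 (median 0.39, adjusted p = 0.037).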

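All 7 genes of the bkd operon were lower in kanamycin vs. control, with a median of -1.06 (camera adjusted p = 0.0052). buk and bcd had log2FC -0.80 and -0.84, bkdB -1.12 and ptb -0.76 (edgeR adjusted p = 0.013), and ptb did not pass without control 2 (-0.65, edgeR adjusted p = 0.054) or without control 3 (-0.64, 0.058). fadE, fadA and fadN had log2FC 3.40, 3.34 and 3.31 in kanamycin vs. control and -3.64, -3.73 and -3.31 in VBNC vs. kanamycin. fadN (BSU_32840, minus strand, 3370025 to 3372394) had 36.3 ± 2.57 CPM in control, 362 ± 36.7 CPM in kanamycin and 36.4 ± 1.31 CPM in VBNC libraries.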

**Figure 7:**
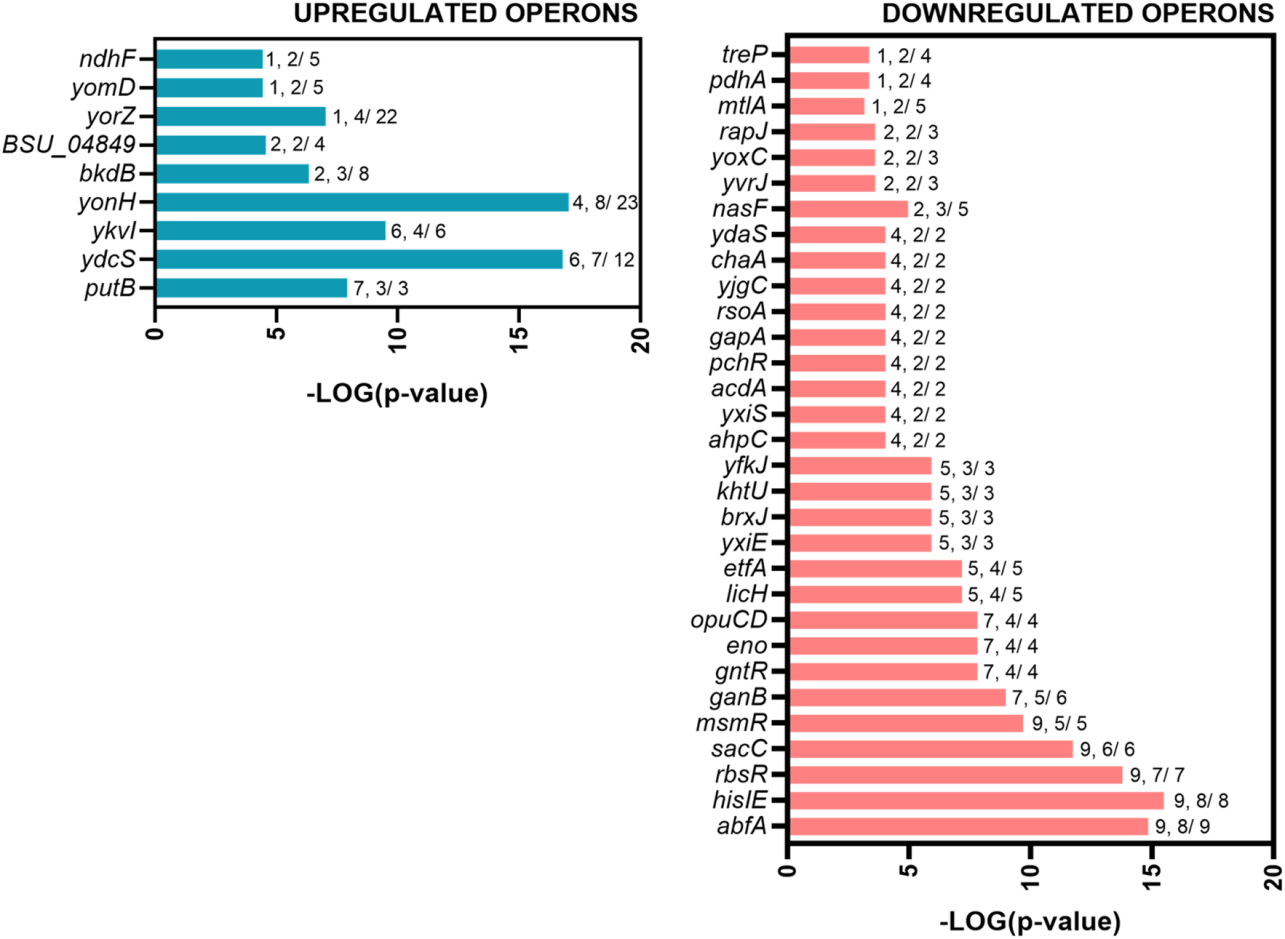
Significantly affected operons in *B. subtilis* VBNC cells compared to kanamycin-sensitive cells. A graphical representation of DEGs (*p* value ≤ 0.05 and log_2_FC ≥ 2) clustered in operons. The values given to each bar correspond to Score (0–9, 0 being not significant, ranked based on Benjamini–Hochberg Algorithm) and the hits/class size.

Furthermore, the upregulation of members of *ndhF* operon (i.e. *ndhF* and *ybcI*) suggests a potential mechanism maintaining the membrane potential and regulating the intracellular pH in VBNC cells via translocation of cations such as H^+^ and Na^+^^75^.

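ndhF (BSU_01830, plus strand, 205409 to 206926) had 4.07 ± 0.843 CPM in kanamycin and 19.8 ± 9.35 CPM in VBNC libraries (log2FC 2.28, SE 0.33, edgeR adjusted p = 2.2e-04). ybcI (BSU_01880) had 3.21 ± 1.03 and 19.2 ± 8.33 CPM (log2FC 2.58, SE 0.35, edgeR adjusted p = 1.3e-04). Leaving out each library in turn gave 1.85 to 2.52 for ndhF and 2.17 to 2.81 for ybcI.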

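In VBNC vs. kanamycin, the median log2FC of the genes for each sugar was -3.45 for ribose, -3.51 for lichenan, -3.41 for levan, -2.72 for gluconate, -2.61 for melibiose, -2.38 for arabinose, -2.18 for trehalose, -2.16 for mannitol and -1.98 for galactan. The camera adjusted p was at most 0.0012 for each list but trehalose, which passed fry (adjusted p = 3.4e-05) but not camera (0.15) and in which treR was higher (0.52) and treP and treA lower. sacC (BSU_27030, minus strand, 2758043 to 2760076) had 936 ± 99.6 CPM in kanamycin and 64.9 ± 9.94 CPM in VBNC libraries (edgeR adjusted p = 8.6e-08). Of the other genes that name the operons, abfA had log2FC -2.21, rbsR -3.28, msmR -3.01, ganB -1.99, gntR -2.35, licH -3.61, mtlA -2.16 and treP -2.44. The medians in kanamycin vs. control were 5.35 for ribose, 4.76 for lichenan, 3.05 for levan, 3.04 for gluconate, 4.25 for melibiose, 3.35 for arabinose, 2.89 for trehalose, 3.95 for mannitol and 4.06 for galactan, with a largest camera adjusted p of 0.016.

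**Figure D3:**
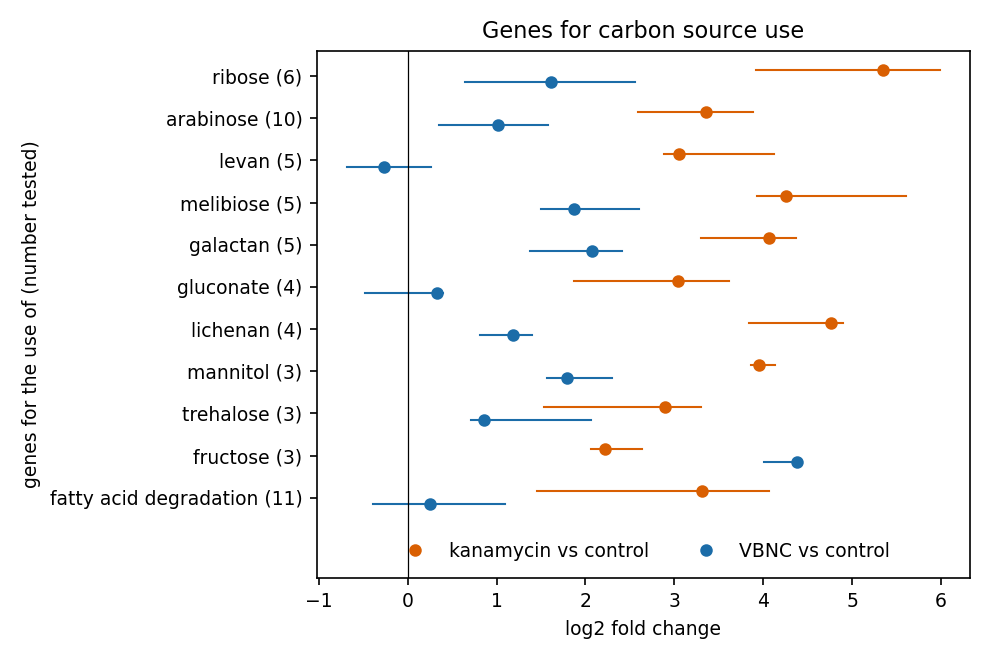
Log2 fold changes of gene lists for carbon sources in kanamycin vs. control and VBNC vs. control. Dots are medians over the genes of a list and lines run from the lowest to the highest gene. In kanamycin vs. control the medians of the 9 sugar lists named above lie between 2.89 and 5.35, and in VBNC vs. control between -0.26 and 2.07.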

For the highly downregulated genes in VBNC cells, the most significant changes were identified for operons involved in sugar transport and utilization, including arabinose (*abfA*), ribose (*rbsR*), levan (*sacC*), melobiose (*msmR*), galactan (*ganB*), gluconate (*gntR*), lichenan (*licH*), mannitol (*mtlA*) and trehalose (*treP*), indicating strong activation of secondary sugar metabolism in kanamycin-sensitive cells in contrast to VNBC cells (Fig. 7). Furthermore, downregulation of genes in *opuCD* and *khtU* operons pointed to limited uptake of compatible solutes like glycine betaine, and efflux of potassium ions in VBNC cells compared to kanamycin-sensitive cells, showing that antibiotic-stressed cells likely suffer turgor loss. This is with accordance to recent work of Wong et al. 2021 proposing that bactericidal antibiotics induce cell death and lysis by inducing cytoplasmic condensation through membrane damage^76^. 

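opuCD (BSU_33800, minus strand, 3467546 to 3468235) had log2FC -2.99 in VBNC vs. kanamycin (SE 0.16, edgeR adjusted p = 1.3e-07), and khtU (BSU_09850) -2.31 (SE 0.23, edgeR adjusted p = 1.4e-05). The median over the 4 opuC genes was -3.07 and over the 3 kht genes -2.32 (camera adjusted p = 8.0e-05 and 0.0072). Against control, the opuC genes were lower in VBNC cells (median -2.20, camera adjusted p = 0.0065), and the kht genes did not pass as a set (median 0.44, adjusted p = 0.45). The medians in kanamycin vs. control were 0.87 and 2.91 (camera adjusted p = 0.044 and 0.029). The opuC set did not pass camera in that contrast without control 1 (median 0.76, adjusted p = 0.064) or without kanamycin 2 (0.89, 0.054). Nor did it pass with the replicate number fitted as a block (0.87, 0.053).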

Since cytoplasmic condensation and lysis are associated with loss of cellular turgor^77^, the initial increase of potassium pools and import of compatible solutes in kanamycin-sensitive cells could possibly offset the high ionic strength of the cytoplasm^78–80^.

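Kanamycin-sensitive cells had higher etfA (BSU_28520) and acdA (BSU_37170) than control, with log2FC 3.37 and 3.85 (edgeR adjusted p = 1.9e-08 and 3.5e-09). acdA had 16.7 ± 2.70 CPM in control, 246 ± 40.5 CPM in kanamycin and 30.6 ± 0.503 CPM in VBNC libraries. All 11 genes of fatty acid degradation were higher in kanamycin vs. control, from 1.46 to 4.06, with a median of 3.31 (camera adjusted p = 2.0e-06).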

The analysis of downregulated operons confirmed that cells respond to aminoglycoside treatment by upregulating genes for fatty acid utilization (*eftA* and *acdA* operon) in the first hour of antibiotic exposure. However, the response of VBNC cells seems to be less severe compared to the kanamycin-sensitive cells (VBNC vs. kanamycin) (Fig. 8A). Furthermore, differences in central metabolism between VBNC and kanamycin-sensitive cells showed strong downregulation of glycolytic operons *eno*, *gapA* and *pdhA* in VBNC cells (Fig. 7). 

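The same 11 genes were all lower in VBNC vs. kanamycin, with a median of -2.63 (camera adjusted p = 1.5e-09), and etfA and acdA had log2FC -2.63 and -3.01. Against control, VBNC cells had a median of 0.25 over these genes, with 7 higher and 4 lower, or of 0.67 with 11 higher and 0 lower when scaled by total counts, and the set passed fry (adjusted p = 0.031) but not camera (adjusted p = 0.27).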

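Between VBNC and kanamycin-sensitive cells, eno had log2FC -2.31, gapA (BSU_33940, minus strand, 3481698 to 3482705) -2.37 and pdhA (BSU_14580, plus strand, 1528326 to 1529441) -2.16, with SE of 0.15 to 0.18 and edgeR adjusted p = 8.4e-07, 1.6e-06 and 1.0e-06. gapA had 2669 ± 365 CPM in kanamycin and 516 ± 58.7 CPM in VBNC libraries. The median over the 5 glycolytic genes was -2.27 and over the 4 pdh genes -1.99 (camera adjusted p = 1.4e-04 and 4.9e-04). Against control, the pdh genes had a median of 0.59 in kanamycin-sensitive cells, with 4 of 4 higher (largest edgeR adjusted p = 0.02), and the set passed fry (adjusted p = 0.0062) but not camera (adjusted p = 0.12). The median was -1.40 in VBNC cells (camera adjusted p = 0.019).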

The analysis of individual genes revealed that in VBNC cells most of the genes related to central metabolism are significantly downregulated compared to kanamycin-sensitive cells with an exception for the ones encoding for proline catabolism enzymes (Fig. 9). 

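Of the 12 genes of the TCA cycle, all were lower in VBNC vs. kanamycin, from -1.70 to -0.31, and 11 had an edgeR adjusted p of at most 0.05 (median -1.31, camera adjusted p = 3.6e-06). The 6 genes of the pentose phosphate pathway had a median of -0.64 (camera adjusted p = 0.053, fry adjusted p = 0.0013), with 3 that passed as lower. The set passed camera without control 1 (median -0.65, adjusted p = 0.044), without control 2 (-0.64, 0.049) and without kanamycin 3 (-0.79, 0.022). The 4 put genes were higher, with a median of 4.82 (camera adjusted p = 3.8e-06), and putP and putR had log2FC 3.42 and 3.33.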

Taken all together, it could be hypothesized that VBNC cells enter into the glucose starvation-like mode and utilize not only alternative carbohydrates but also reach for fatty acids and proline as an energy source.

**Figure 8:**
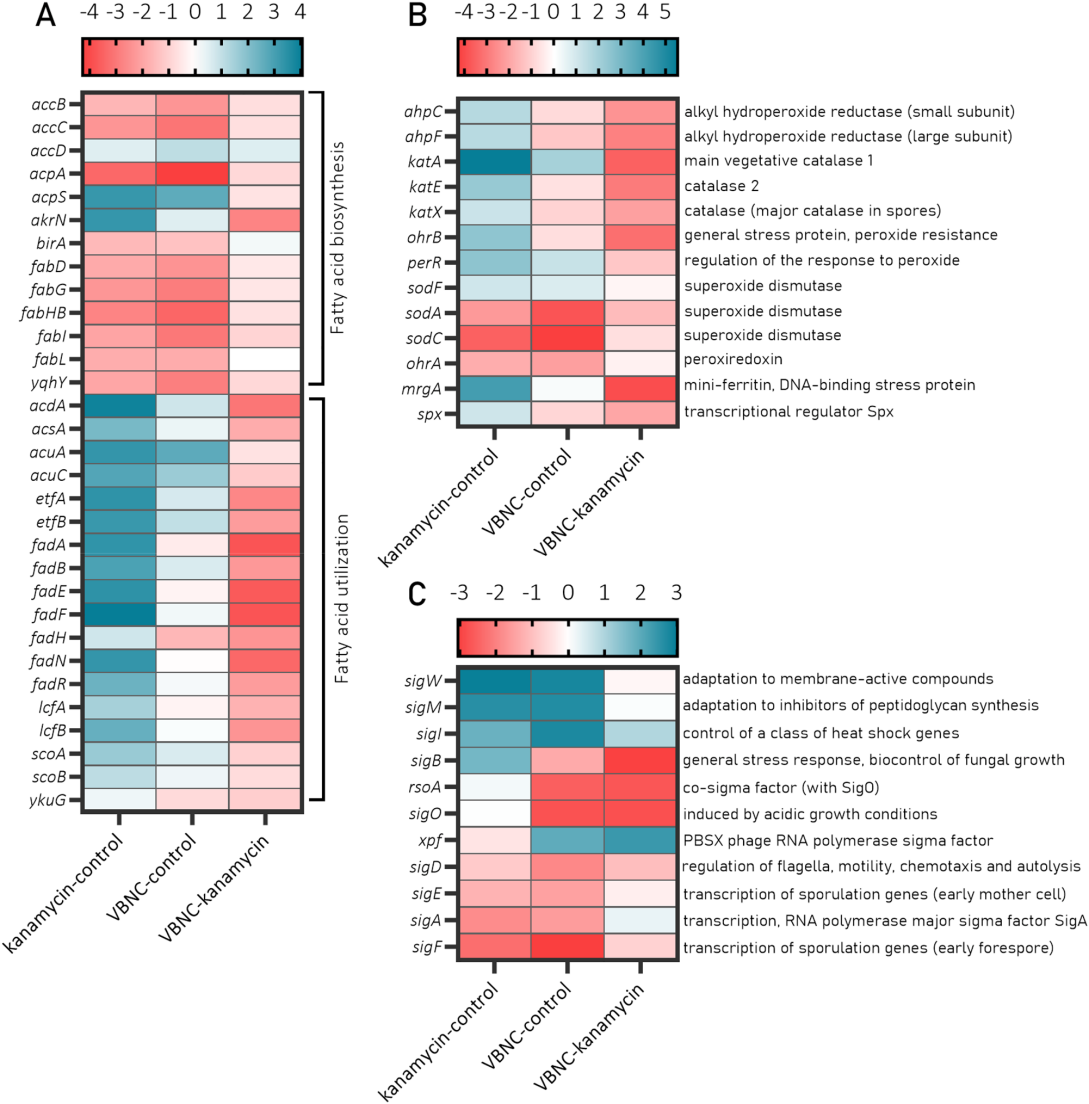
TopHit DEGs for genes involved in fatty acid biosynthesis, oxidative stress and transcription factors in *B. subtilis* VBNC and kanamycin-sensitive cells. Heatmaps of DGEs ratio values (*p* value ≤ 0.05 and a log_2_FC ≥ 2) for (**A**) fatty acid biosynthesis genes, (**B**) genes encoding for oxidative agents detoxification and (**C**) expression levels of transcription factors. The analysis shows significant changes in the gene expression in at least one of the experimental contrasts. The fold change indication is presented above the heatmaps. Heatmaps were generated in GraphPad Prism 8 Software (GraphPad Software, San Diego, California USA, www.graphpad.com).

**Figure 9:**
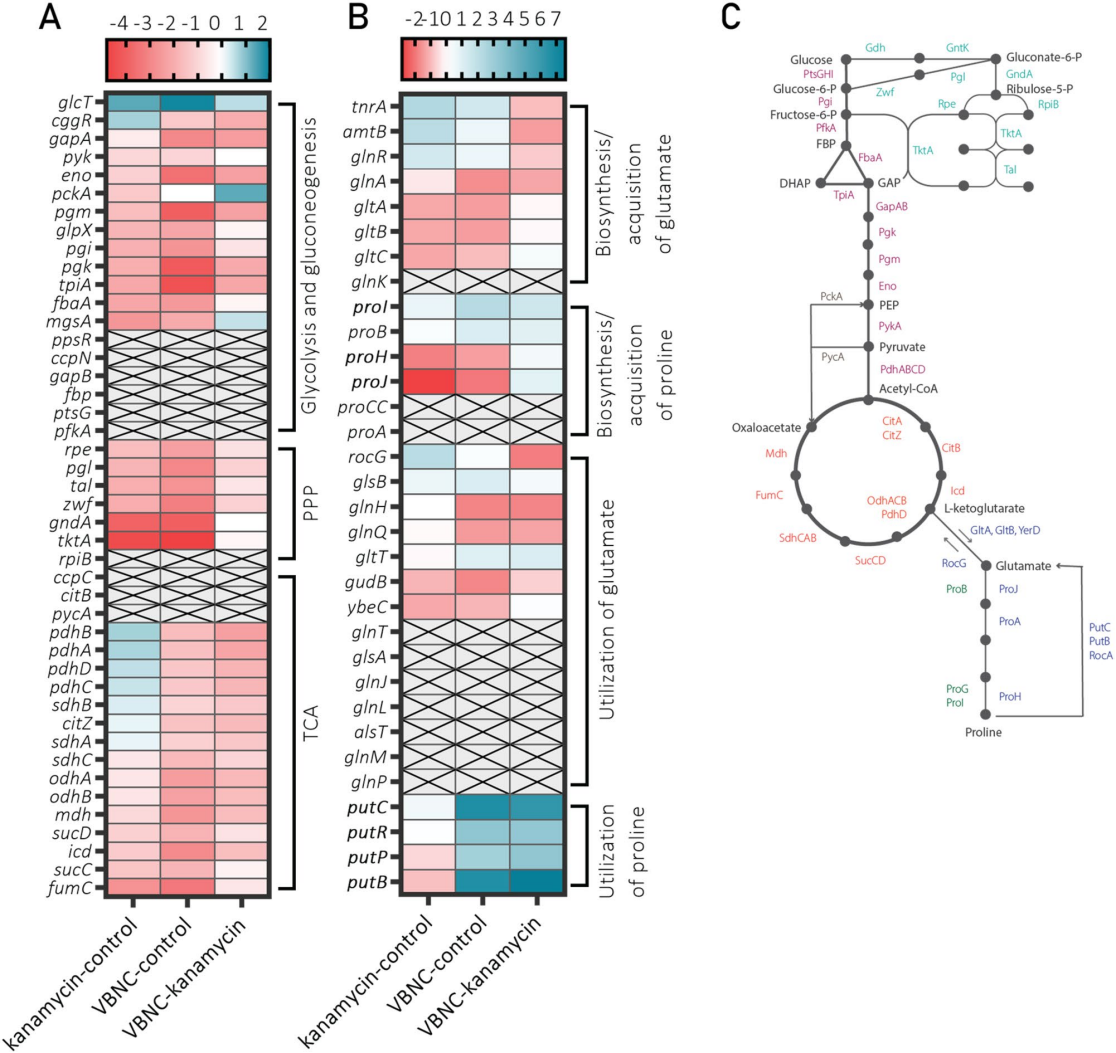
Changes in central metabolism in VBNC cells versus kanamycin-sensitive cells. Heatmaps of TopHits of DGEs ratio values (*p* value ≤ 0.05 and a log_2_FC ≥ 2) for (**A**) central metabolism genes and (**B**) proline and glutamate metabolism. (**C**) depicts the TCA cycle, glycolysis, PPP and proline metabolism in *B. subtilis* 168. Heatmaps were generated in GraphPad Prism 8 Software (GraphPad Software, San Diego, California USA, www.graphpad.com).

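The gene ydaS (BSU_04370) had 15.9 ± 1.27 CPM in kanamycin and 2.17 ± 0.523 CPM in VBNC libraries (log2FC -2.86, SE 0.23, edgeR adjusted p = 2.8e-06). In the same contrast, yvrJ had log2FC -2.83 with an SE of 0.48, rsoA -2.64, yjgC -2.43, brxJ -2.35, yfkJ -2.27, pchR -2.20, yxiS -2.15 and yoxC -2.14. The largest edgeR adjusted p among these was 5.9e-04. rapJ (BSU_02820) was lower by less (log2FC -0.75, SE 0.14, edgeR adjusted p = 0.001).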

Remarkably, genes involved in general and oxidative stress response were significantly downregulated in VBNC cells (*brxJ*, *yfkJ*, *ahpC*, *yxiS*, *pchR*, *rsoA*, *yjgC*, *ydaS*, *yvrJ*, *yoxC* and *rapJ* operons) (Fig. 7). 

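katA (BSU_08820, minus strand, 959535 to 960986) had 157.5 ± 15.8 CPM in control, 7267 ± 1493 CPM in kanamycin and 652 ± 41.7 CPM in VBNC libraries, and its log2FC in VBNC vs. kanamycin was -3.48 (SE 0.18, edgeR adjusted p = 1.1e-07). ahpC and ahpF had log2FC -2.37 and -2.76 in VBNC vs. kanamycin. Against control they had -0.76 and -1.19 in VBNC cells (edgeR adjusted p = 1.4e-04 and 0.0037), and ahpC did not pass with total counts (-0.33, edgeR adjusted p = 0.063). sodA had log2FC -3.74 against control and -1.45 against kanamycin-sensitive cells (edgeR adjusted p = 5.5e-08 and 1.8e-04). sodC had -4.14 against control, or -4.98 without VBNC 2, with an SE of 0.34. Against kanamycin-sensitive cells sodC did not pass (log2FC -0.59, edgeR adjusted p = 0.23), except without VBNC 2 (-1.45, edgeR adjusted p = 0.0012).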

Detailed analysis of DEGs showed that genes encoding several catalases, including main catalase KatA, superoxide dismutases, SodA and SodC, and alkyl hydroperoxide reductases, AhpC and AhpF were significantly downregulated in VBNC cells when compared to kanamycin-sensitive and/or culturable cells (Fig. 8B). Decreased induction of H_2_O_2_ detoxifying enzymes in VBNC cells shows that despite kanamycin being present inside the cell, the antibiotic-induced oxidative damage has been reduced. This is in accordance to our last work on ROS formation in VBNC and kanamycin-sensitive cells showing that VBNC cells display decreased intracellular ROS pools likely due to limited respiration. In *B. subtilis*, the expression of oxidative stress-related genes is regulated by three transcription factors PerR, OhrR and SigB^81^. Our data shows that in VBNC cells, genes encoding for SigB and PerR are downregulated, whereas the changes in the *ohrR* transcription levels were not significant between studied conditions (Fig. 8B,C). Collectively, the transcriptomic profile of VBNC cells revealed that VBNC cells are less affected by kanamycin stress compared to the kanamycin-sensitive cells.

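sigB (BSU_04730, plus strand, 522862 to 523650) had 405 ± 92.7 CPM in control, 1292 ± 255 CPM in kanamycin and 165 ± 23.5 CPM in VBNC libraries. Its log2FC was -1.29 in VBNC vs. control and -2.97 in VBNC vs. kanamycin (edgeR adjusted p = 1.9e-04 and 1.4e-06), and 1.67 in kanamycin vs. control. perR (BSU_08730) was lower in VBNC than in kanamycin-sensitive cells (log2FC -1.18, SE 0.17, edgeR adjusted p = 2.3e-04). Against control, kanamycin-sensitive cells had a perR log2FC of 2.48. ohrR (BSU_13150) had log2FC -0.03 in kanamycin vs. control, -0.10 in VBNC vs. control and -0.07 in VBNC vs. kanamycin, with an SE of 0.24 and edgeR adjusted p of 0.93, 0.72 and 0.83. The sign of the ohrR values changed under total counts in all 3 contrasts.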

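Of the 363 genes higher in kanamycin vs. control, 278 had a lower log2FC in VBNC vs. control. Of the 359 lower genes, 181 had a higher log2FC there. Conversely, of the 328 genes higher in VBNC vs. control, 230 had a lower log2FC in kanamycin vs. control. Of the 448 lower genes, 341 had a higher log2FC there. These counts do not ask for the same sign in both contrasts, so they can include genes that changed in opposite directions. Over the 1030 genes called in either contrast, the change was smaller in size in VBNC cells for 459, or 44.6%, and with total counts for 465 of 1072, or 43.4%. From the weaker induction of enzymes that remove hydrogen peroxide, the paper reasons that oxidative damage was reduced in VBNC cells although kanamycin was inside them. It adds its earlier measurements of reactive oxygen species, proposes limited respiration as their likely reason, and concludes that VBNC cells were less affected by the antibiotic.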

## Discussion

In this study, we attempted to elucidate the underlying mechanism of *B. subtilis* cells entering the VBNC state using robust RNA-Seq method, focusing on global changes in the transcriptome of VBNC cells compared to culturable cells with and without 1 h of kanamycin stress (VBNC vs. control). The comparative analysis of DEGs revealed significant changes in several processes in *B. subtilis* VBNC cells compared to the culturable cells. 

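Against control, the 99 tested SP-beta genes had a median log2FC of 0.70 in VBNC cells, with 70 higher and 29 lower, and of -0.51 in kanamycin-sensitive cells, with 32 higher and 67 lower. Neither passed camera as a set (adjusted p = 0.19 and 0.072), although the set did in VBNC vs. control without VBNC 1 (median 0.82, adjusted p = 0.022) and in kanamycin vs. control, as lower, without kanamycin 3 (-0.60, 0.034) or without VBNC 2 (-0.50, 0.048). Under fry the set passed as lower in kanamycin vs. control (adjusted p = 0.015) and did not pass in VBNC vs. control (adjusted p = 0.48).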

The strong overrepresentation of conjugative element ICE*Bs*1 and SPβ prophage transcripts, increased expression of inorganic ions exporters, and downregulation of iron scavenging components indicate the presence of severe oxidative stress and activation of the SOS-response in VBNC cells. The induction of oxidative stress might occur initially due to the pretreatment with osmotic stress and be further potentiated upon the antibiotic treatment. Since aminoglycoside-mediated cell death has been correlated with increased ROS accumulation in aerobic conditions^41,82^, increased pools of inorganic ions, including toxic ferric ions, could arise from ROS-induced damage of iron-sulfur clusters. 

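VBNC cells had, against control, a katA log2FC of 2.05 (SE 0.17, edgeR adjusted p = 7.5e-07), sodF 0.81 (SE 0.23, edgeR adjusted p = 0.0083) and perR 1.30 (SE 0.18, edgeR adjusted p = 4.9e-05). The corresponding log2FC in kanamycin vs. control were 5.53 for katA and 1.00 for sodF. sodF had 5.91 ± 1.86 CPM in control and 10.9 ± 2.17 CPM in VBNC libraries.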

Another indicator of ROS-mediated cell damage is increased expression of main catalase KatA, superoxide dismutase SodF, and transcriptional regulator of genes involved in peroxide stress PerR in VBNC cells. 

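Over 10 genes for peroxide and superoxide defence (katA, katE, katX, sodA, sodC, sodF, ahpC, ahpF, ohrA and ohrB), the median log2FC in VBNC vs. kanamycin was -2.22, with 10 of 10 lower (8 with total counts) and 7 with an edgeR adjusted p of at most 0.05 (camera adjusted p = 5.7e-05). sodF was the smallest of these changes (-0.18, edgeR adjusted p = 0.53), and its sign changed with total counts (0.12). Against control, the genes went both ways in VBNC cells, with 2 higher and 8 lower, a median of -0.82 and a camera adjusted p of 0.085 (fry adjusted p = 1.3e-04). Kanamycin-sensitive cells had 7 higher and 3 lower than control, with a median of 1.38 (camera adjusted p = 0.1, fry adjusted p = 7.4e-06).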

Notably, when compared with kanamycin-sensitive cells (VBNC vs. control), the expression of oxidative stress-induced genes in VBNC cells was significantly lower. Although VBNC cells accumulate kanamycin similarly to kanamycin-sensitive cells, their biochemical response to the antibiotic seems to be less severe, supporting our last observations on ROS levels in VBNC and kanamycin-sensitive cells^29^.

Our recent work demonstrated that *B. subtilis* VBNC cells induced due to the changes in the environment’s osmolarity are metabolically active, however, their metabolic activity was substantially reduced compared to the culturable cells^29^. The RNA-Seq analysis supported our latest study and revealed significant downregulation of genes involved in glycolysis, TCA cycle and PPP, suggesting that VBNC cells suppress most of the genes of central metabolism. 

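All 12 TCA cycle genes were lower in VBNC vs. control (11 with total counts), with a median of -1.79, and all 6 genes of the PPP, with a median of -3.01 (camera adjusted p = 4.8e-05 and 3.5e-04). The corresponding medians in kanamycin vs. control were -0.65, with 8 of 12 lower, and -2.04 (camera adjusted p = 0.041 and 4.3e-04). The TCA set did not pass in that contrast without control 2 (median -0.65, adjusted p = 0.052) or without control 3 (-0.61, 0.057). The 5 glycolytic genes from gapA to eno had a median of -1.63 in kanamycin vs. control (camera adjusted p = 0.013).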

Notably, VBNC cells, as well as kanamycin-sensitive cells (VBNC vs. kanamycin), displayed increased expression of genes involved in utilization of secondary carbohydrates. This indicates that kanamycin-treated cells avoid consumption of highly energetic carbohydrates when challenged with kanamycin, and relieve carbon catabolite repression, entering a glucose starvation-like mode. 

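Among the sugar lists in VBNC vs. control, those for melibiose, galactan, mannitol and ribose passed camera as higher, with median log2FC of 1.88, 2.07, 1.80 and 1.62 (adjusted p = 0.0086, 0.0065, 0.023 and 0.033). The lists for lichenan, arabinose, trehalose, gluconate and levan did not pass camera, with medians of 1.19, 1.01, 0.86, 0.33 and -0.26 (camera adjusted p = 0.1, 0.054, 0.1, 0.67 and 0.52). Lichenan, arabinose and trehalose passed fry as higher (adjusted p = 9.1e-04, 0.0014 and 6.5e-05), with all 4, 10 and 3 genes higher and 4, 8 and 3 of them at an edgeR adjusted p of at most 0.05. The levan median had the opposite sign with total counts (0.15). The arabinose set passed without control 3 (1.20, adjusted p = 0.045), without kanamycin 3 (1.01, 0.047), without VBNC 1 (0.98, 0.043) and without VBNC 3 (1.10, 0.044). With fructose, 5 of the 10 lists for sugars other than glucose passed camera in VBNC vs. control, and all 10 in kanamycin vs. control.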

Interestingly, only VBNC cells displayed a high upregulation of genes involved in proline uptake and utilization. 

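Kanamycin-sensitive cells had lower putB and putP than control (log2FC -0.91 and -0.61, edgeR adjusted p = 0.0011 and 0.0012), and putC was higher by 0.51 (edgeR adjusted p = 0.0085). putR did not change (log2FC 0.13, edgeR adjusted p = 0.35), and the median of the 4 genes was -0.24 (camera adjusted p = 0.73, fry adjusted p = 0.035). In VBNC cells, the transporter gene putP (BSU_03220, 347150 to 348571) had log2FC 2.80 against control (SE 0.14, edgeR adjusted p = 1.1e-08) and the regulator gene putR (BSU_03230) 3.46 (SE 0.12, edgeR adjusted p = 1.5e-09). putP had 414 ± 18.1 CPM in control, 270.2 ± 23.7 CPM in kanamycin and 2884 ± 163 CPM in VBNC libraries.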

Since VBNC cells were induced with the osmotic stress, the cells synthesized adequate amount of proline to maintain cells’ turgor^51^. We propose, that accumulated, secreted and recaptured from the media proline is utilized by VBNC cells to support the basal metabolism.

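Kanamycin-sensitive cells had medians against control of -4.31 for the pur genes, -3.93 for the genes of arginine biosynthesis and -1.81 for the his genes (camera adjusted p = 2.0e-06, 1.7e-05 and 5.1e-04). Comparing VBNC with kanamycin-sensitive cells directly, the his genes were lower by a median of -3.15 and the arginine genes by -0.66 (camera adjusted p = 3.3e-06 and 0.013). The pur genes were higher in VBNC cells by a median of 0.40 (camera adjusted p = 0.04, fry adjusted p = 0.066). That call did not hold under fry (adjusted p = 0.066), without kanamycin 2 (0.33, adjusted p = 0.073), without VBNC 1 (0.31, 0.076) or without VBNC 2 (0.23, 0.11). carB, one of the genes of arginine biosynthesis, had 2672 ± 600.4 CPM in control, 92.4 ± 24.7 CPM in kanamycin and 59.4 ± 8.199 CPM in VBNC libraries. No list of pyrimidine biosynthesis genes was tested.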

Another indication of the reduced metabolic activity and decelerated translation rates was the downregulation of the synthesis of purine and pyrimidine nucleotides and amino acids, including arginine and histidine. The limited pools of nucleotides and amino acids may halt cell growth and division and result in the loss of culturability in the VBNC cells. Similar observations regarding nucleotide metabolism and amino acid synthesis were made for *E.coli* VBNC cells induced by high-pressure CO_2_^24^.

Moreover, our study indicated for the first time that antibiotic-treated cells likely modify the translation rates by increasing the Q-modified tRNAs and limiting mistranslation, similarly to the mechanisms proposed in eukaryotic cells, where Q-modified tRNAs were shown to be involved in the nutritional control of protein synthesis by controlling the translational speed of Q-decoded codons^39^. The DEGs analysis revealed increased levels of queuosine biosynthesis genes transcripts in both VBNC and kanamycin-sensitive cells, suggesting that *B. subtilis* exposed to kanamycin increase the Q-tRNAs pools to slow down the translation rates. 

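In kanamycin vs. control, queC, queD, queE, queF and queG had log2FC 2.60, 2.35, 2.44, 1.95 and 2.35, with a largest edgeR adjusted p of 2.1e-07. As a set they had a camera adjusted p of 0.002. In CPM, queC was at 4.99 ± 0.926 in control, 31.7 ± 3.00 in kanamycin and 195 ± 16.8 in VBNC libraries.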

Interestingly, the mutation in the *queG* gene encoding for the last enzymatic step for conversion of epoxyqueuosine to queuosine^40^ indeed potentiated kanamycin-induced cell death.

VBNC cells are locked in a non-dividing state, hence, changes in the expression of genes involved in cell envelope processes are to be expected. 

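sigM (BSU_09520, minus strand, 1029577 to 1030068) had log2FC 2.57 in kanamycin vs. control and 2.71 in VBNC vs. control (SE 0.15 in both, edgeR adjusted p = 4.9e-08 and 3.2e-08). sigW (BSU_01730, plus strand, 194849 to 195412) had 2.95 and 2.87 (SE 0.17 in both, edgeR adjusted p = 4.7e-08 and 5.2e-08). In CPM, sigM was at 20.4 ± 3.16 in control, 123.2 ± 11.7 in kanamycin and 135 ± 17.1 in VBNC libraries.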

Notably, *sigM* and *sigW* encoding transcriptional factors for genes involved in adaptation to membrane-active compounds and inhibitors of peptidoglycan synthesis were highly upregulated when cells were challenged with kanamycin (Fig. 8C). Moreover, the downregulation of N-acetylmuramoyl-L-alanine amidases and dl-endopeptidases suggests that kanamycin-treated cells cease synthesis and disassembly of the peptidoglycan and halt the cell wall elongation and division^63^.

Concluding, we defined the transcriptional profiles of *B. subtilis*’s VBNC and kanamycin-sensitive cells which revealed high similarities in regard to induction of stress response related genes, downregulation of genes involved in metabolism and translation, and induction of genes related to cell envelope turnover. We were able to identify specific traits displayed by VBNC cells, including activation of proline catabolism and strong upregulation of queuosine biosynthesis genes. Future work will focus on exploring the role of proline and tRNA modifications in kanamycin tolerant VBNC cells.

## Experimental procedures

### Bacterial strains, culture conditions and media

*B. subtilis* 168 laboratory strain was grown in Spizizen’s Minimal Medium^83^ (SMM) supplemented with 0.5% (w/v) glucose, 1% (v/v) trace elements. To maintain controlled growth conditions, 3-day cultivation was performed as follows: *B. subtilis* was streaked on selective LB agar plates and incubated overnight (O/N) at 37 °C. The next morning, 3 ml liquid LB was inoculated with a single colony and incubated for 8 h at 37 °C and 220 rpm. After the incubation period, the culture was 1000-fold diluted in SMM medium and grown O/N at 37 °C and 220 rpm. The overnight culture was diluted to OD600 of 0.08 in fresh SMM medium and grown until the OD600 reached a value of 0.3. Exponentially growing cultures of *B. subtilis* 168 in SMM were equally distributed to 3 flasks and subjected to different preconditions.

### VBNC state induction in *B. subtilis* 168

To induce the VBNC state in *B. subtilis* 168, the exponentially growing culture was stressed with 0.6 M NaCl for 90 min. After 90 min, the preadapted with salt cells were centrifuged at 4000 × g for 2 min at room temperature (RT). The cell pellets were immediately resuspended in NaCl-free SMM containing 62,5 µg/ml of kanamycin and grown for 1 h at 37 °C and 220 rpm. For control samples, the cells were incubated for 90 min in SMM without 0.6 M NaCl. Subsequently, cells were collected, and pellets were resuspended in fresh SMM with or without 62,5 µg/ml kanamycin. Control samples were incubated for 1 h at 37 °C and 220 rpm, similarly to induced VBNC cultures. After 1 h, cells were harvested by centrifugation at 10.000 × g for 1 min, snap-frozen in liquid nitrogen and stored at − 80 °C prior to RNA isolation.

### RNA isolation

Collected pellets were resuspended in 200 µl of TE buffer, and 50 ul of 10% SDS and 0.25 g of glass beads were added. The cells were disrupted by two 1 min cycles in a Biospec Mini-BeadBeater (Biospec Products, US) with 1 min incubation on ice in between cycles. To fully lyse the cells, 0.5 ml of TRIzol (TRIzol™ Reagent, Invitrogen) was added, and samples were vortexed and incubated at 70 °C for 20 min. Afterwards, 100 µl of chloroform was added, and samples were vortexed for 15 s and incubated for 2 min at RT. Followed by a centrifugation step (12.500 × g, 15 min, 4 °C), the aqueous phase (~ 300 µl) was transferred to a clean Eppendorf tube with 2 volumes of 100% ethanol. RNA precipitation was performed with 1:1 (v/v) isopropanol extraction and 20 mg/ml of glycogen. Samples were vortexed for 10 s and incubated at RT for 10 min. After centrifugation (12.000 × g, 5 min, 4 °C), the supernatant was removed, and the RNA pellet was washed with 100 µl of 70% ice-cold ethanol. Next, samples were centrifuged at 12.000 × g for 5 min at 4 °C and ethanol was removed, and RNA pellets were air-dried for 5 min. RNA was eluted with 30 µl of nuclease-free milli-Q water, and the quality was assessed by gel electrophoresis. RNA samples were stored at − 80 °C prior to sequencing.

### RNA sequencing and data analysis

Before sequencing, rRNA depletion and cDNA preparation was performed using Zymo-Seq RiboFree Total RNA-Seq Library Kit (Zymo Research, cat. 3003). The cDNA libraries were sequenced on Illumina NextSeq550. FastQ files were mapped to the *B. subtilis* 168 reference genome (GCA_000009045.1) using Bowtie2 and the RPKM (Reads Per Kilobase per Million reads) values were used for T-REx analysis pipeline. The statistical analysis was performed with T-REx software and GSEA-Prov3 for the gene enrichment analysis.

## Supplementary Information

Supplementary Information.

## Data Availability

The RNA-Seq data has been deposited in the NCBI GEO database. GEO accession number: GSE207180 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE207180).

# Supplementary material for: Transcriptome analysis and prediction of the metabolic state of stress-induced viable but non-culturable Bacillus subtilis cells
**Source:** Sci Rep. 2022 Oct 26;12:18015. doi: 10.1038/s41598-022-21102-w
**Supplement:** Supplementary file 1 — Supplementary Information.

# Transcriptome analysis and prediction of the metabolic state of stress-induced viable but non-culturable *Bacillus subtilis* cells

Luiza P. Morawska<sup>1</sup>, Oscar P. Kuipers<sup>1\*</sup>

## SUPPLEMENTARY MATERIALS

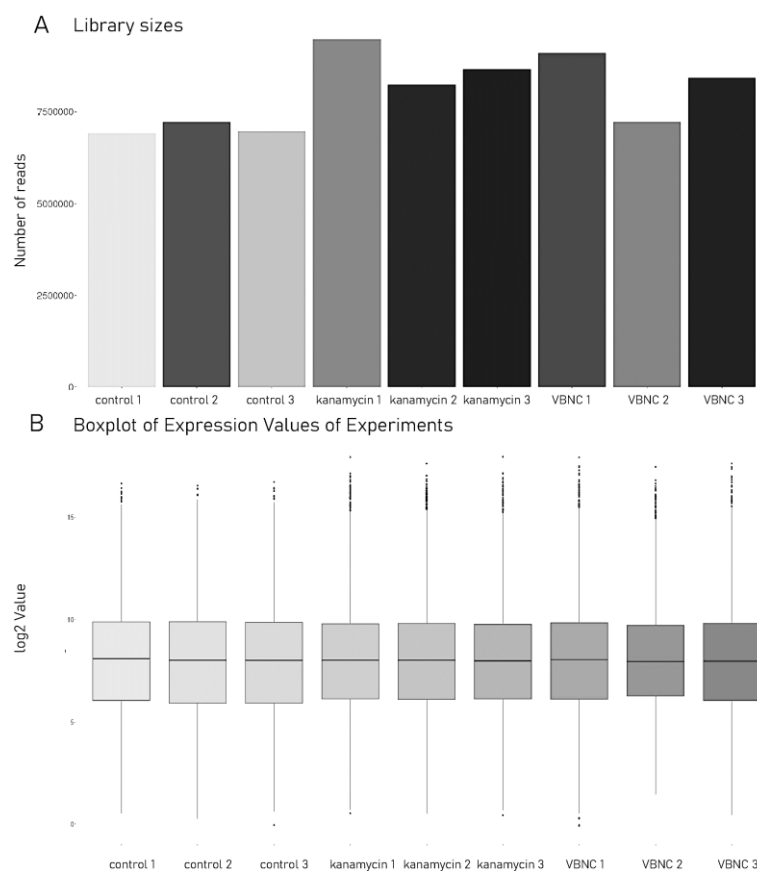

**Figure S1. Distribution of reads across tested conditions.**

(A) total number of RNA reads, (B) box-plots of normalized signals per condition (Multi-Dimensional Scaling plot).

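The number of reads in panel A describes the depth of each library. The paper's text does not say whether these are sequenced, mapped or counted reads, whereas the deposited counts cover only reads assigned to an annotated gene. Between 60 and 133 of the 4448 genes had a count of 0 in a library. Panel B compares the distribution of normalized values between samples.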

**Table S1. Significantly upregulated and downregulated genes in the VBNC cells compared to the culturable cells (p-value  $\leq 0.05$  and a  $\log_2\text{FC} \geq 3$ )**

| Locus tag | Gene        | Fold change | Function                                           |
|-----------|-------------|-------------|----------------------------------------------------|
| BSU_13700 | <i>clpE</i> | 8.7         | ATP-dependent Clp protease (class III stress gene) |
| BSU_03210 | <i>putC</i> | 6.6         | 1-pyrroline-5-carboxylate dehydrogenase            |
| BSU_03200 | <i>putB</i> | 6.6         | proline oxidase                                    |

BSU\_13010      *pgl*      -3.0      6-phosphogluconolactonase

**Table S2. Significantly upregulated and downregulated genes in the VBNC cells compared to the kanamycin sensitive cells (p-value ≤ 0.05 and a logFC ≥ 2)**

How the deposited data were processed for this re-analysis (not part of the article)

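RNA was measured in 9 libraries of B. subtilis 168, 3 each of control, kanamycin-sensitive and VBNC cultures. As the paper describes it, the authors depleted rRNA, sequenced the libraries and mapped the reads with Bowtie2 to the B. subtilis 168 genome. The deposited values are counts, the number of reads the authors assigned to each of 4448 annotated genes in each library, with no normalization. The layout of the columns is that of featureCounts, but the paper's text names neither the counting program nor its use of the read strand. The paper's own RPKM conversion, its T-REx run and its enrichment scores were not repeated here, and the growth curves of the queG mutant were not analysed here. Gene coordinates in the files and in the reference annotation were the same for all 4448 genes.

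The libraries held 3510609, 6985521 and 12032180 counts for control, 6873801, 5891425 and 6611508 for kanamycin, and 4988508, 6004111 and 5626246 for VBNC cultures. Counts of libraries of the same condition differed by more than sampling noise in each of the 9 pairs, and none were identical. Over all genes together, the spread between replicates was thus larger than counting error. This does not show the same for genes with few reads. The standard error of each log2 fold change was taken as its size divided by the square root of the F statistic.

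Conditions were compared with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr with a minimum count of 10, which left 4066 and left out 382. Libraries were scaled by TMM, and 1 quasi-likelihood model was fitted to all 9 libraries with the 3 conditions as groups and a prior count of 0.125. The contrasts were kanamycin vs. control, VBNC vs. control and VBNC vs. kanamycin, and p-values were adjusted over the genes of a contrast by the Benjamini-Hochberg method. Thresholds followed the paper: |log2FC| of at least 2 (TopHits) or 3 with an adjusted p of at most 0.05, and of at least 5 with an adjusted p of at most 0.01 (HighFold). The paper's text does not say whether its p was adjusted, so the unadjusted p was an alternative. Principal components and Pearson correlations used log2 CPM with a prior count of 2, averaged over the 3 libraries of a condition. The paper states that growing cultures were divided over 3 flasks before the pretreatments, so libraries of different conditions may share a parent culture. The replicate numbers are not stated to mark shared cultures, so no pairing was used.

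Lists of genes that the paper's text names by operon or pathway were written down before the data were examined, as were the contrasts, the thresholds and the alternatives. There were 38 lists, tested with camera from limma 3.58.1 on voom-transformed counts with a preset correlation of 0.01, adjusted by Benjamini-Hochberg over the 38 lists and 3 contrasts. Further lists were chosen after the largest fold changes had been seen: genes controlled by LexA, by CtsR (without clpE) and by HrcA, ribosomal protein genes, SP-beta genes and the whole ICEBs1 region. These 6 lists were adjusted together, apart from the 38.

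The genes given by name are every gene named in the paper's Results or Discussion in a statement that receives data here, and for each contrast the 5 genes with the largest and the 5 with the smallest log2 fold change among those past |log2FC| of 2 and an adjusted p of 0.05 whose libraries do not overlap between the conditions. Values in Tables S1 and S2 had been seen when this rule was written. In the annotation, gpmI is listed as pgm, yuaF as nfeDB, ywrB as chrB, ywrA as chrA and yisK as mblK.

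The alternatives to these choices were DESeq2 1.42.0, limma-voom, RLE size factors, total counts only, no filter on low counts, a filter at a mean CPM of at least 10, only the 6 libraries of a contrast, the replicate number as a block, the unadjusted p, a prior count of 2 in the fit, leaving out rRNA and tRNA genes, thinning every library to the smallest total, and leaving out each of the 9 libraries in turn. For principal components and correlations they were the 9 libraries in place of the means, unit variance, the 500 most variable genes, log2 of RPKM with a pseudocount of 1 and a prior count of 0.5. For the lists they were fry and a correlation estimated from the data. Total counts without the 50 most abundant genes was added after the data had been seen.

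The calls were tested on simulated data in which 200 of 4066 genes were changed in VBNC vs. control and none in kanamycin vs. control. In VBNC vs. control, edgeR recovered 194 of the 200 changed genes with 11 false calls, DESeq2 194 with 21 and limma-voom 192 with 6. In the unchanged contrast each tool made 0 calls. Of 20 unchanged lists, camera passed 0. Each gene was simulated independently, so this does not show how camera behaves for lists of genes that vary together, such as operons. Far fewer genes were changed than the 2924 that passed the adjusted p in the real VBNC vs. control. The simulation therefore does not test the scaling where many genes change.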

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

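The list of CtsR-controlled genes and the test of scaling between libraries were chosen only after the largest fold changes had been seen.

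Genes outside those that the paper's text discusses had log2FC of at least 5 against control in kanamycin-sensitive or VBNC cells. There were 6 such genes in 9 pairs of gene and contrast, 5 in kanamycin vs. control and 4 in VBNC vs. control. clpE had log2FC 9.1 in kanamycin vs. control and 8.81 in VBNC vs. control. yrzI had 5.38 and 5.86, and BSU_27185, which lies next to yrzI on the minus strand at 2778608 to 2778766, had 5.13 and 5.15. yrkA reached 6.13 and yflN 5.10 in kanamycin vs. control, and ykrP 5.35 in VBNC vs. control. The largest edgeR adjusted p among the 9 pairs was 1.0e-08.

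The scaling of the libraries is argued against as the cause, since a scaling factor moves all genes alike. With total counts only, which do not centre the genes, the median log2FC of all genes was 0.14 in kanamycin vs. control and 0.47 in VBNC vs. control (SD across genes 1.57 and 1.63), against at least 5.10 for the 9 pairs. Reads of an overlapping gene are argued against as well, since 0 of the 6 genes share 10% or more of their length with another annotated gene. No library alone carries a pair, because the smallest log2FC with any library left out was 4.95, that of yflN. Reads shared with similar sequences elsewhere, RNA from another organism and the library preparation were not tested. The difference between conditions, which is kanamycin in kanamycin vs. control and NaCl pretreatment followed by kanamycin in VBNC vs. control, stays open as an explanation and was not tested.

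A candidate explanation for the rise of clpE is an induction of the protein quality genes under the same repressor, CtsR. The other CtsR-controlled genes (ctsR, mcsA, mcsB, clpC and clpP) had a median log2FC of 2.38 in kanamycin vs. control and 1.62 in VBNC vs. control, with 5 of 5 higher in both (camera adjusted p = 0.0039 and 0.018). These values are in line with that explanation, which remains a hypothesis since it was found and tested on the same libraries. Neither call held with a correlation estimated from the data. The same genes had, in VBNC vs. kanamycin, a median of -0.66 (camera adjusted p = 0.024).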

How the results depend on the processing

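Total counts without the 50 most abundant genes was chosen after the data had been seen. Every other alternative in this part was set before.

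Of 231 gene results (a gene in a contrast, for 139 genes), 216 kept their direction and their side of the threshold under every alternative that gave them a value, and 15 changed in at least 1. The filter at a mean CPM of at least 10 gave a value to 217 of the 231, thinning to 229, only the 6 libraries compared to 230, and the other alternatives to all. Outside leave-one-out 10 changed, and besides total counts 4. The 13 reversals were of values that pass no threshold. Of these, 5 came under total counts, which raise the median log2FC of all genes by 0.12 in kanamycin vs. control, 0.42 in VBNC vs. control and 0.30 in VBNC vs. kanamycin, more than the size of each of the 5 values, so they follow from that shift. The cause of the other reversals was not tested. Under total counts, nasF in VBNC vs. control became 0.29, sodF in VBNC vs. kanamycin 0.12, and ohrR 0.11 in kanamycin vs. control, 0.32 in VBNC vs. control and 0.21 in VBNC vs. kanamycin. Thinned to the smallest library, putR in kanamycin vs. control was -0.0085 and ohrR 0.026. With 1 library left out, nasF ranged from -0.36 to 0.12, and ohrR from -0.14 to 0.19 in kanamycin vs. control, from -0.20 to 0.06 in VBNC vs. control and from -0.29 to 0.05 in VBNC vs. kanamycin. The sign of nasF changed without control 3 (0.12). That of ohrR changed without control 1 (0.15) and kanamycin 1 (0.19) in kanamycin vs. control, without control 1 (0.063) in VBNC vs. control, and without kanamycin 2 (0.047) and kanamycin 3 (0.041) in VBNC vs. kanamycin.

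Counts of genes past a threshold moved by more than 1.5 times mainly under total counts, which raise the median log2FC of all genes. They gave 17 genes higher in kanamycin vs. control at |log2FC| of 5 (from 11), 506 higher in VBNC vs. control at 2 (from 328), 163 higher and 129 lower at 3 (from 108 and 196), 3 lower at 5 (from 16), and 77 higher in VBNC vs. kanamycin at 2 (from 45). Total counts without the 50 most abundant genes gave 18 in place of the 11 and 4 in place of the 16. A filter at a mean CPM of at least 10 left 29 of the higher genes in VBNC vs. kanamycin, where it tests fewer genes. With 1 library left out, the 11 ranged from 10 to 19, and the 19 came without control 3. For the other counts of genes, and under DESeq2, limma-voom, RLE size factors, no filter, only the 6 libraries compared, unadjusted p, a prior count of 2, no rRNA or tRNA genes and thinning, each count stayed within 1.5 times its value. Beyond the shift that total counts bring by construction and the smaller number of genes under the filter, the cause was not tested.

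PC1 held 78.4% of the variance of the 3 means, 69.6% with the 9 libraries as points, 68.9% with unit variance and 82.7% with the 500 most variable genes. The correlation of control and kanamycin was 0.815 with log2 RPKM and 0.879 without the filter, and 0.837 to 0.845 with 1 library left out. That of control and VBNC was 0.796, 0.865 and 0.821 to 0.829, and that of kanamycin and VBNC 0.934 with log2 RPKM and 0.955 without the filter. Under each of these, kanamycin and VBNC remained the closest pair. The correlation of the log2FC against control was 0.880 over the 1030 called genes, in place of 0.831. The cause was not tested.

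Of the 114 pairs of gene list and contrast, 88 passed camera and 0 passed camera with an estimated correlation (adjusted p from 0.20 to 0.86, and 26 at an unadjusted p). The replicate block left 87, total counts gave 88, and fry passed 102, 87 of the 88 among them. With 1 library left out, 86 to 90 passed, and 93 of the 114 kept their side of the threshold under every alternative apart from the estimated correlation. The cause was not tested.

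Replicate numbers were tried as a block. It changed the call of 0 gene results (edgeR) and of 1 list, the opuC genes in kanamycin vs. control (adjusted p = 0.053). Between libraries of the same number, residuals correlated from -0.32 to 0.29. With 3 libraries per condition and no spread computed for unpaired libraries, these values do not decide whether the numbers mark shared cultures.

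Depth limits the genes with few reads. The filter left out 382 genes, among them 19 of Table S1 and 32 of Table S2.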

Differences from the paper's values

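At the HighFold threshold in kanamycin vs. control, 4 genes were lower, and the paper's number in Table 2 is 9. Of the alternatives set before the data were examined, thinning to the smallest library and leaving out kanamycin 1 or kanamycin 3 bring the count within 1.5 times the paper's, and the other 18 do not. In VBNC vs. kanamycin, the HighFold counts were 2 higher and 0 lower, and the paper's are 9 and 2. None of the 21 alternatives closes either gap, and the lower count stayed 0 with edgeR at an unadjusted p, with DESeq2 and with limma-voom. Of the 9 higher genes with a log2FC of at least 5 in the paper's Table S2, putB and putC are the 2 counted here. The other 7 (yoqT, ydzP, BSU_18275, yotF, BSU_18689, mciZ and yrzK) had 0 counts in all kanamycin libraries and between 3 and 10 counts over the 3 VBNC libraries, and were left out by the filter on low counts. Without the filter their edgeR adjusted p was between 0.053 and 0.21. The paper's 2 lower genes, sboX and bsrF, had 0 counts in the VBNC libraries and 5 and 2 in the kanamycin libraries, with adjusted p of 0.075 and 0.34 without the filter. These 9 genes were looked up after their values had been seen.

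In VBNC vs. kanamycin, 45 genes were higher at |log2FC| of at least 2, and the paper's total is 73. The paper's Table 2 has 64 TopHits and 9 HighFold genes beside that total, and its Table S2 lists 64 higher genes, which include the 9 with a log2FC of at least 5. Total counts only, no filter on low counts, and leaving out control 1, control 2, control 3, kanamycin 2, kanamycin 3 or VBNC 1 bring the count within 1.5 times the paper's, and the other 13 alternatives do not.

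The correlation of control and VBNC was 0.819, and the smallest value the paper gives for its matrix is 0.83. Leaving out control 1, control 2, kanamycin 1, kanamycin 2, kanamycin 3, VBNC 1 or VBNC 3 closes the gap to within the spread between libraries, and the other 6 of 13 alternatives do not. For control and kanamycin r was 0.836, and the paper's value is about 0.86 in Fig. 1B, read by eye, a gap that none of the 13 alternatives closes. The order of the 3 pairs is the same in Fig. 1B as here.

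Totals of counts per library, in units of 1e+06 counts, were 3.51 for control 1, 12.0 for control 3 and 4.99 for VBNC 1. Read by eye, the paper's Fig. S1A shows about 6.9, about 7.0 and about 9.1. No alternative applies to a total.

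For queG in VBNC vs. control the log2FC was 3.12, and the paper's value in Table S1 is 3. RLE size factors, no filter, the replicate block, a prior count of 2 and leaving out control 2 or VBNC 1 bring the value within its replicate spread of the paper's, and the other 15 alternatives do not. For ganB in VBNC vs. kanamycin it was -1.99, and the paper's value in Table S2 is -2.1. No filter and leaving out control 1, kanamycin 1 or VBNC 1 close that gap, and the other 17 do not. Among 127 values of Tables S1 and S2 compared for the named genes, 2 differ in this way, none in sign, and the largest difference is 0.243. The median of the signed differences, the value here minus the paper's, was 0.077. Both gaps go in that direction and the tables give at most 1 decimal, so the gaps need not be specific to queG and ganB.

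Some statements of the paper differ from the values here. The paper reports no significant difference for genes of the bkdB operon between VBNC cells and control. Of the 7 genes, 5 had an edgeR adjusted p of at most 0.05, with log2FC 1.35 for buk, 1.35 for bcd and 1.88 for ptb, and none reached |log2FC| of 2. The call of bkdB (0.29) was lost without control 1 (0.24), control 3 (0.29), VBNC 2 (0.25) or VBNC 3 (0.27), and under DESeq2, limma-voom and no filter. The paper's Results describe perR as downregulated in VBNC cells and its Discussion as increased. It was lower than in kanamycin-sensitive cells (-1.18) and higher than in control (1.30). The paper names the ldeE operon among those downregulated against control. ldeE itself was higher (0.71), a call lost without control 1 (0.58), control 2 (0.68) or VBNC 2 (0.53), while the pps genes were lower, with a median of -3.7. For the ykuJ and nasF operons the paper reports several members as downregulated. fldN (-4.48), ykuO and fldP of the former and nasB (-3.24), nasC (-2.46), nasD (-3.59) and nasE (-1.54) of the latter were lower here too, and the genes that name the operons, ykuJ (0.30) and nasF (-0.12), did not pass. ykuJ passed as higher with total counts (0.70) and without VBNC 2 (0.55), and the sign of nasF changed with total counts (0.29) and without control 3 (0.12). The paper counts the rapJ and yonH operons as changed in VBNC vs. kanamycin. The genes that name them did not pass the TopHits threshold, with rapJ at log2FC -0.75 and yonH at 1.30 (edgeR adjusted p = 0.13). These operons were not tested as sets, so the paper's calls of operons stay open. Of the 99 tested SP-beta genes, 12 passed the TopHits threshold as higher and 0 as lower. For genes of secondary carbohydrates, which the paper describes as increased in VBNC cells too, 5 of 10 lists passed camera as higher against control. Lichenan, arabinose and trehalose passed fry as higher but not camera, and of the 10 medians only that of levan was below 0, which total counts reversed (0.15).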

Other observations

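Chosen only after the result was seen were the lists of LexA-controlled, HrcA-controlled, ribosomal protein and ICEBs1 region genes, the test of scaling between libraries for the balance of higher and lower genes, the resampled blocks of neighbouring genes, and total counts without the 50 most abundant genes.

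The paper discusses damage to DNA and the SOS response as a trigger of ICEBs1. A candidate explanation for the higher ICEBs1 transcripts in VBNC cells is thus an SOS response, in which the LexA-controlled genes as a list would be higher. Over 13 of them (recA, lexA, uvrA, uvrB, uvrC, dinB, ruvA, ruvB, pcrA, ligA, parE, parC and tagC), the median log2FC in VBNC vs. control was 0.17, with 9 higher and 4 lower (camera adjusted p = 0.61), and 0.60 with total counts. It was 0.01 in kanamycin vs. control, where the mean had the opposite sign (-0.05), and 0.04 in VBNC vs. kanamycin (camera adjusted p = 1 and 0.5). In VBNC vs. control, 9 single genes had an edgeR adjusted p of at most 0.05. Of these, 5 were higher, recA (0.88), lexA (0.78), uvrC (0.76), dinB (0.41) and tagC (1.86). The other 4 were lower, uvrA (-0.72), uvrB (-0.42), parE (-1.37) and parC (-1.64). A median over genes that go both ways does not decide, so an SOS response stays open. Of the genes of the ICEBs1 region outside the conjugation operon, rapI had log2FC -1.09 in kanamycin vs. control and -0.03 in VBNC vs. control (edgeR adjusted p = 3.3e-04 and 0.87), and immR, which encodes the repressor, 0.65 and -0.43 (edgeR adjusted p = 0.053 and 0.21). Over the 26 tested genes of the region the median was 1.51 in kanamycin vs. control, 3.18 in VBNC vs. control and 1.56 in VBNC vs. kanamycin (camera adjusted p = 0.024, 5.8e-04 and 1.3e-06). rapI, immR and the region were looked at after their values had been seen.

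More genes were lower than higher in VBNC vs. control, 448 against 328. Library size is argued against, since thinning every library to the smallest total left 451 lower and 334 higher genes. Gene length stays open. The Spearman correlation across genes between log2FC and length was weak (-0.0683), with longer genes lower. A correlation over all tested genes does not show how length is spread over the genes past the threshold, so it does not decide. A few genes taking most of the counts stay open as well. Total counts after leaving out the 50 most abundant genes gave 468 higher and 325 lower genes, but this changes a scaling that has no excess of lower genes and so does not bear on the excess. The scaling between libraries is not excluded either, since with total counts only, 506 genes were higher and 317 lower. The balance of higher and lower genes may therefore follow from the scaling, and counts alone cannot show which scaling is right, so the direction of this balance is not read as a property of the cells.

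For the 6 libraries of each contrast there are 10 ways to form 3 against 3. The real split gave 722 genes past the threshold in kanamycin vs. control, 776 in VBNC vs. control and 199 in VBNC vs. kanamycin. In each contrast it was 1 of 10, and the 9 other splits gave 0 genes by edgeR, or at an unadjusted p up to 31, 26 and 3. With 10 splits the share is never under 0.1, so this design cannot exclude chance by the splits alone.

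Replication that starts less often in treated cells would lower the dosage of genes near the origin, a candidate explanation for changes along the chromosome. The log2FC would then rise with distance from the origin. Spearman's rho across genes was -0.111 in kanamycin vs. control, with a 95% interval of -0.164 to -0.0545 over 1000 resamples of 100 blocks of neighbouring genes, and -0.125 to -0.0952 with 1 library left out. This is a fall, which argues against the explanation for the trend in that contrast. For VBNC vs. control rho was -0.0199, with an interval of -0.0748 to 0.0359, and the explanation stays open there. For VBNC vs. kanamycin, where both groups were treated, rho was 0.146, with an interval of 0.0816 to 0.207. With 1 library left out it was 0.138 to 0.162. This is a rise, the direction that fewer starts of replication in VBNC than in kanamycin-sensitive cells would give. The trend alone does not show such a difference, so the explanation stays open there too. Circular shifts of the gene order, planned as the spread of rho, keep the trend along the chromosome and were not used to decide.

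The 6 HrcA-controlled genes had a median log2FC of 1.57 in kanamycin vs. control, 1.13 in VBNC vs. control and -0.38 in VBNC vs. kanamycin (camera adjusted p = 0.024, 0.072 and 0.25). Under fry the same genes passed in the latter contrasts as well (adjusted p = 1.6e-05 and 0.0037). The 54 tested ribosomal protein genes had medians of 0.49, 0.28 and -0.23 in the same order (camera adjusted p = 0.044, 0.24 and 0.24). The last of these changed sign with total counts (0.05). For the ribosomal protein genes in kanamycin vs. control, the call was lost without control 1 (0.50, adjusted p = 0.096) and without kanamycin 1 (0.38, adjusted p = 0.16), and under fry (adjusted p = 0.088). In VBNC vs. control they passed as higher with total counts (0.69, adjusted p = 0.028) and without VBNC 2 (0.44, adjusted p = 0.034), and in VBNC vs. kanamycin as lower without VBNC 1 (-0.40, adjusted p = 0.017). None of the lists in this part passed with a correlation estimated from the data.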
